# tRNA anticodon cleavage by target-activated CRISPR-Cas13a effector

**DOI:** 10.1126/sciadv.adl0164

**Published:** 2024-04-24

**Authors:** Ishita Jain, Matvey Kolesnik, Konstantin Kuznedelov, Leonid Minakhin, Natalia Morozova, Anna Shiriaeva, Alexandr Kirillov, Sofia Medvedeva, Alexei Livenskyi, Laura Kazieva, Kira S. Makarova, Eugene V. Koonin, Sergei Borukhov, Konstantin Severinov, Ekaterina Semenova

## Abstract

Type VI CRISPR-Cas systems are among the few CRISPR varieties that target exclusively RNA. The CRISPR RNA–guided, sequence-specific binding of target RNAs, such as phage transcripts, activates the type VI effector, Cas13. Once activated, Cas13 causes collateral RNA cleavage, which induces bacterial cell dormancy, thus protecting the host population from the phage spread. We show here that the principal form of collateral RNA degradation elicited by *Leptotrichia shahii* Cas13a expressed in *Escherichia coli* cells is the cleavage of anticodons in a subset of transfer RNAs (tRNAs) with uridine-rich anticodons. This tRNA cleavage is accompanied by inhibition of protein synthesis, thus providing defense from the phages. In addition, Cas13a-mediated tRNA cleavage indirectly activates the RNases of bacterial toxin-antitoxin modules cleaving messenger RNA, which could provide a backup defense. The mechanism of Cas13a-induced antiphage defense resembles that of bacterial anticodon nucleases, which is compatible with the hypothesis that type VI effectors evolved from an abortive infection module encompassing an anticodon nuclease.

## INTRODUCTION

Among the numerous, evolutionarily and mechanistically diverse CRISPR-Cas systems, type VI stands out for the exclusive targeting of RNA by the single-subunit effector ribonuclease (RNase) Cas13 (*1*–*4*). In laboratory experiments, type VI CRISPR-Cas systems provide efficient protection against RNA phages (*2*) as well as against DNA phages, the dominant component of bacterial viromes, via phage transcript recognition, which results in dormancy induction in infected cells (*5*, *6*). Target RNA binding by Cas13 programmed with a cognate CRISPR RNA (crRNA) triggers a conformational rearrangement of the two higher eukaryotes and prokaryotes nucleotide–binding (HEPN) domains of Cas13, which form an active nuclease that catalyzes collateral cleavage of noncomplementary RNAs (*2*, *7*–*9*). Collateral RNA cleavage was observed after target recognition in vitro and is considered to be nonspecific (*2*, *8*, *9*). In *Escherichia coli*, targeting of nonessential transcripts by *Leptotrichia shahii* Cas13a slowed down cell growth, which was proposed to be a consequence of collateral degradation of essential transcripts (*2*). Targeting phage transcripts by *Listeria* Cas13a caused massive degradation of both host and phage RNAs and induced cell dormancy, preventing the spread of phage progeny through the bacterial population (*5*).

Presently, it is unclear whether the target-activated Cas13a RNase activity is solely and directly responsible for dormancy induction, and if so, what are the main, essential substrates of Cas13a RNase, or whether Cas13a functions by activating other cellular stress response systems. In this work, we investigated the collateral activity of Cas13a from *L. shahii* and determined that this protein (LshCas13a), when activated by the recognition of target RNAs, specifically cleaves tRNAs at anticodon loops in vivo in a heterologous *E. coli* host and in vitro. In *E. coli* cells expressing the *L. shahii* CRISPR-Cas13a system, tRNA cleavage by target-activated Cas13a leads to protein synthesis inhibition and slows down cell growth. In addition, collateral tRNA cleavage by Cas13a indirectly activates bacterial stress response systems including RNases encoded by toxin-antitoxin modules. In particular, targeting of a transcript of a DNA phage by LshCas13a induces tRNA cleavage and limits infection. Together, these results reveal the mechanism of type VI CRISPR-Cas immunity.

## RESULTS

### Cas13a RNA targeting slows down cell growth by inhibiting protein synthesis

Throughout this work, we used a previously described experimental model of *E. coli* cells transformed with a plasmid containing the *L. shahii* type VI-A CRISPR-Cas system targeting a red fluorescent protein (RFP) mRNA, which is inducibly transcribed from a compatible plasmid (*2*). We will refer to these cells as “targeting” cells. As a control, we included “nontargeting” cells containing a type VI-A CRISPR array encoding crRNAs carrying spacers that did not match sequences in the *E. coli* genome or in the plasmids used in the experiments (Fig. 1, A and B). In agreement with a previous report (*2*), targeting the nonessential RFP transcript substantially decreased the rate of cell growth (Fig. 1C). This effect did not depend on the presence of an antibiotic essential for the selective maintenance of the plasmid encoding the target RNA (fig. S1).

**Fig. 1.**
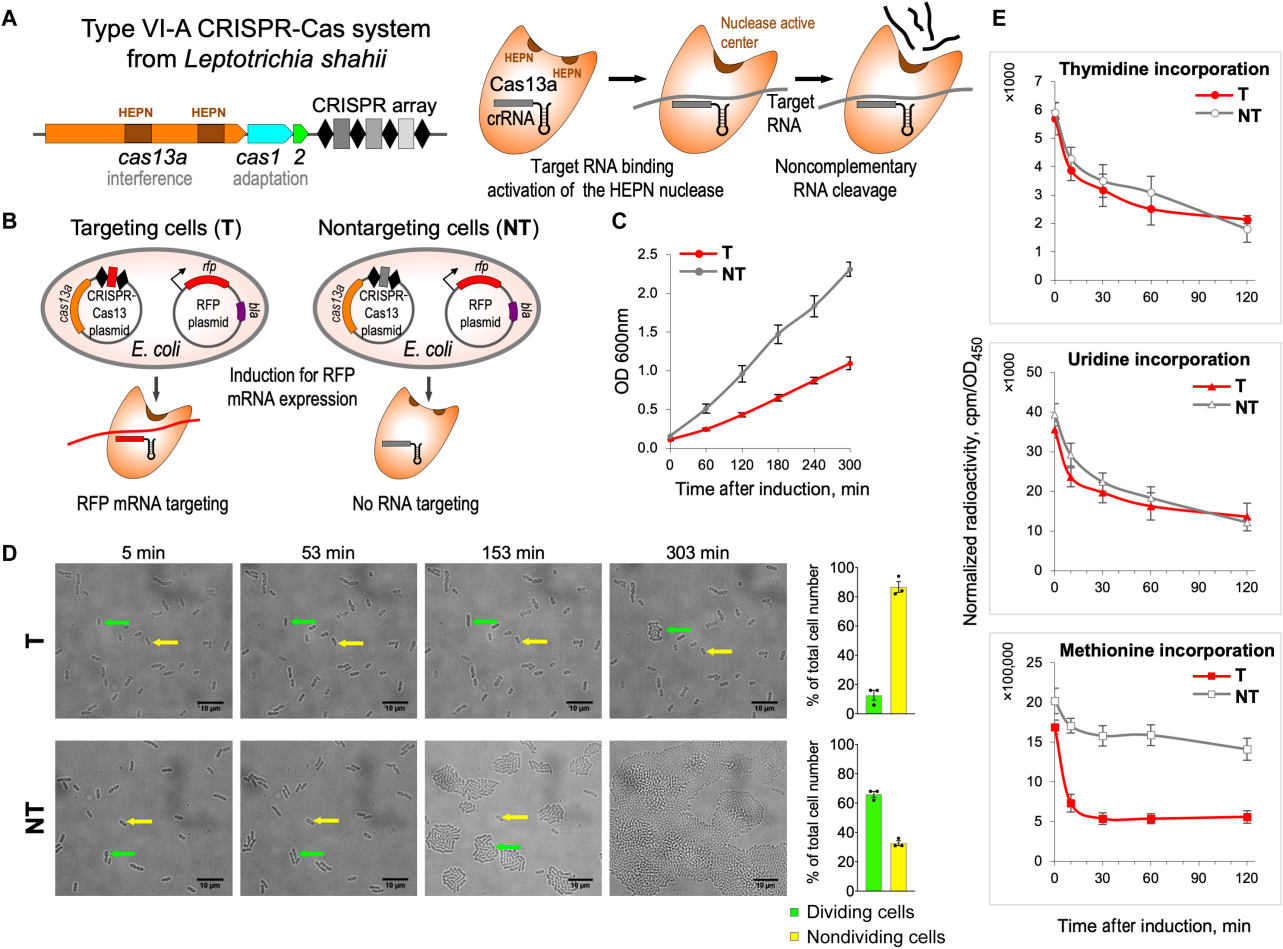
Cell growth is retarded and translation is inhibited in *E. coli* cells harboring LshCas13a activated by a nonessential target RNA. (**A**) Schematic of the *L. shahii* CRISPR-Cas13a locus (left) encoding the Cas13a protein with two HEPN domains involved in interference, the Cas1 and Cas2 adaptation proteins, and a CRISPR array. Cas13a collateral RNase activity (right): Target RNA binding to cognate crRNA activates the HEPN nuclease leading to cleavage of noncomplementary RNA. (**B**) RFP mRNA targeting by LshCas13a in *E. coli*. Cells contain the CRISPR-Cas13 plasmid that encodes LshCas13a and crRNA and the RFP plasmid that directs inducible expression of RFP. In targeting cells (T), CRISPR array contains a spacer (shown in red) matching a site in RFP mRNA; in nontargeting control cells (NT), the CRISPR array spacer (shown in gray) does not match any cellular RNA. (**C**) Targeting of nonessential RFP mRNA by LshCas13a leads to growth retardation in targeting (T, red) cells; no such effect is observed in nontargeting (NT, gray) control. OD_600_ (optical density at 600 nm) values represent means ± SEM of three biological replicates. (**D**) Time-lapse microscopy showing dividing (green arrows) and nondividing (yellow arrows) cells. Bar graph shows mean percentages (± SEM, *n* = 3) of dividing and nondividing cells from the total number of cells counted for targeting (top graph) and nontargeting (bottom graph) samples. At least 100 cells were analyzed for each experiment. (**E**) Time course showing incorporation of radiolabeled precursors: [^3^H]-thymidine, [^3^H]-uridine, or [^35^S]-methionine by pulse labeling in targeting and nontargeting *E. coli* cells. Radioactivity at each time point is normalized to OD_450_ of the samples taken after RFP induction. Means ± SEM, *n* = 3 are shown.

Time-lapse microscopy showed that targeting RFP mRNA by the *L. shahii* type VI-A CRISPR-Cas system did not lead to cell lysis or changes in cell morphology but markedly decreased the proportion of dividing cells in the culture, while most control nontargeting cells divided multiple times during the 300-min post-induction observation and formed microcolonies (Fig. 1D). Cell viability was tested using membrane-impermeable DNA binding dye YOYO-1 (fig. S2). The membranes of nondividing targeting cells remained intact, and only a small (<2%) fraction of cells was dead 180 min after induction. A similar fraction of dead cells was observed in the nontargeting culture (fig. S2). Although the observed unchanged morphology and membrane integrity of nondividing cells are not sufficient to prove the state of dormancy, we now favor an idea that targeting of a nonessential RNA by Cas13a likely induces dormancy rather than cell death. This parallels observations in *Listeria* cells targeting phage transcripts (*5*) and is consistent with a presumed function of the *L. shahii* type VI-A CRISPR-Cas system in adaptive immunity.

To determine which major cellular processes were affected by Cas13a RNA targeting, we performed pulse-labeling analysis using radiolabeled precursors of replication, transcription, and translation. [^3^H]-thymidine and [^3^H]-uridine incorporation rates were comparable in targeting and nontargeting cells cultures, indicating that target recognition by Cas13a had no major effects on DNA replication or RNA synthesis during transcription. In contrast, [^35^S]-methionine incorporation was strongly inhibited in the targeting but not nontargeting cells cultures, indicating that protein synthesis was affected (Fig. 1E). Analysis of radioactively labeled proteins synthesized post-induction by SDS–polyacrylamide gel electrophoresis (PAGE) indicated that translation inhibition was not specific to RFP, whose mRNA was targeted by Cas13a. Instead, decreased synthesis of all detectable cellular proteins was apparent as early as 5 min after induction (fig. S3).

### mRNAs and tRNAs are cleaved at specific sites in targeting cells

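RNA came from 3 targeting and 3 nontargeting cultures of wild-type E. coli C3000, taken 60 min after RFP transcription was induced with anhydrotetracycline at 500 ng/ml. The crRNA of targeting cells matched the RFP mRNA, and that of nontargeting cells did not. The authors depleted rRNA, treated the RNA with RNA 5′ pyrophosphohydrolase so that primary transcripts also gave 5′ ends, fragmented it by sonication, repaired its ends with T4 polynucleotide kinase, and sequenced the libraries in paired reads. They trimmed the reads with trimmomatic, mapped them with bowtie2 to NC_000913.3 and the plasmids, and counted the 5′ ends of aligned fragments at each position of each strand with their own script. The deposited values are these counts, without normalization. Targeting libraries held between 7610180 and 10057487 ends, with a median of 8247124, and nontargeting libraries between 8440309 and 9013258, with a median of 8704886. These totals leave out ends on the plasmid that encodes the crRNA, which the counts joined over libraries do not list. In targeting libraries 0.188% to 0.301% of ends lay in rRNA genes and 8.60% to 21.6% in tRNA genes, and in nontargeting libraries 0.203% to 0.339% and 18.1% to 23.9%. Positions with at least 10 CPM in all 3 targeting libraries, the authors' filter, were tested with edgeR's quasi-likelihood test after TMM normalization, and p was adjusted by the Benjamini-Hochberg method. RNA cleavage sites were taken by the paper's rule. Among positions in annotated coding, tRNA and rRNA genes, the 100 with the smallest adjusted p from edgeR's likelihood ratio test were taken, and those with a log2FC over 4 were counted as sites. CPM are given over the total of each library, as mean ± SD, while log2FC also holds the TMM factors.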

To investigate the cause(s) of global translation inhibition observed in targeting cells, total RNA isolated 60 min after induction was subjected to RNA sequencing (RNA-seq), and normalized 5′-end counts of mapped transcripts at each nucleotide position were compared for targeting and nontargeting samples. Overrepresented 5′-end counts were considered an indication of potential cleavage sites. Because collateral RNA degradation might cause global changes in the *E. coli* transcriptome, we analyzed transcription start sites (TSSs) to rule out the possibility that overrepresented 5′-end counts detected in targeting samples corresponded to TSSs activated by Cas13a RNA targeting rather than cleavage sites. The top 1000 TSSs (sorted by adjusted *P* values) predicted in targeting samples were compared with the top 1000 predicted RNA cleavage sites. Only five sites were shared between those two sets, suggesting that the emergence of additional TSSs made little if any contribution to the observed 5′-end enrichment between targeting and nontargeting samples and, therefore, validating the approach for identification of cleavage sites (see Supplementary Text for TSS analysis).

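In wild-type cells 60 min after induction, 6969 positions passed the filter. At an adjusted p under 0.05, edgeR's quasi-likelihood test called 2127 of them higher and 1767 lower in targeting cells. Without a CPM filter, the setting that moved this count most, 128518 positions were called, 43977 higher and 84541 lower. The balance of directions depended on how the libraries were scaled. With total counts alone, the median log2FC of all positions moved from 0.08 to 0.78, and 3549 positions were called higher and 677 lower. Of 3499 tested positions in coding sequences, 922 were called higher and 656 lower, and of 934 in tRNA genes, 97 were called higher and 498 lower. The paper's rule gave 80 cleavage sites, 72 of them in the coding sequences of 59 genes and 8 in the tRNA genes valZ, metV, valT, alaU, alaT, lysZ, alaV and valU. When 10 CPM in any 3 libraries sufficed, the rule gave 30 sites. Summed over sites, CPM in targeting cells exceeded CPM in nontargeting cells by 4076 in mRNAs and by 316.1 in tRNAs, so that tRNAs made up 7.20% of the excess at sites. The rule leaves out tRNA positions with a log2FC under 4. Summed over all tRNA genes, ends rose from 1339 to 3281 CPM at position 35 and from 1910 to 3133 CPM at position 36. The smallest adjusted p among the sites was that of position 6 of fimB, position 4540962 on the plus strand, with 65.36 ± 6.02 CPM (SD, n = 3) in targeting and 0.03698 ± 0.0641 CPM in nontargeting cells. Position 96 of stpA, position 2798400 on the minus strand, had 37.83 ± 5.57 and 0.07648 ± 0.0663 CPM, and position 73 of casB, position 2882565 on the minus strand, had 38.00 ± 9.58 and 0.03698 ± 0.0641 CPM. No fold is given for these positions, which had 1 or 2 ends over all nontargeting libraries. Position 18 of rplS, position 2744513 on the minus strand, had 280.7 ± 16.4 CPM in targeting and 2.025 ± 0.340 CPM in nontargeting cells, a log2FC of 6.41 (standard error 0.44, adjusted p = 4.73e-08 from edgeR's quasi-likelihood test). Of the positions lower in targeting cells, 3055974 on the plus strand, outside annotated genes, fell from 704.7 ± 89.5 to 49.63 ± 14.2 CPM (log2FC −4.52). The first nucleotide of the small RNA gcvB, 2942696 on the plus strand, fell from 306.5 ± 85.6 to 22.84 ± 4.81 CPM (log2FC −4.44). At each of these positions all 3 targeting libraries lay on one side of all 3 nontargeting libraries (exact permutation test, two-sided, p = 0.10, the smallest p that 3 libraries against 3 allow).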

Numerous cleavages in RNAs isolated from targeting cells were identified and mapped on *E. coli* and plasmid transcripts. The results showed that many mRNAs were prominently cut between the second and third nucleotides of codons located in the beginning of coding regions (Fig. 2A and fig. S4, A and B). 

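Of the 72 cleavage sites in mRNAs, 62 had their 5′ end at the third nucleotide of a codon, 2 at the second and 8 at the first. The third nucleotide held 86.1% of the sites and 35.8% of all 3499 tested positions in coding sequences (Fisher's exact test, two-sided, odds ratio 11.6, p = 6.83e-19). Sites in one gene are not independent of each other. With 1 site taken per gene, 53 of 59 sites (89.8%) lay at the third nucleotide (Fisher's exact test, p = 4.11e-18). In the first 21 nt of coding sequences, the stretch shown in Fig. 2A, the share was 43 of 44 sites (97.7%) against 48.4% of 349 tested positions (Fisher's exact test, odds ratio 61.1, p = 4.42e-14). When all positions with an adjusted p under 0.05 and a log2FC over 4 were taken as sites, 67 of 78 lay at the third nucleotide. The paper reasons that the overrepresented 5′ ends mark cleavage, since few of them lay at transcription start sites.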

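The bla gene, which encodes a β-lactamase, lies on plasmid pC008 from 1565 to 2425. Its position 12, the third nucleotide of codon 4, had 200.6 ± 95.8 CPM (SD, n = 3) in targeting and 6.513 ± 1.99 CPM in nontargeting cells. The log2FC was 4.23 (standard error 0.45, adjusted p = 1.35e-06 from edgeR's quasi-likelihood test). The paper's rule, as applied here, did not take this position as a cleavage site. The targeting libraries were spread from 130.9 to 309.8 CPM, above the highest nontargeting library at 8.294 CPM. This position held 2.53 ± 0.963% of the gene's 5′ ends in targeting and 0.104 ± 0.0264% in nontargeting cells. The rpmH gene, which encodes a ribosomal protein, lies on the plus strand of the chromosome from 3884336 to 3884476. Its position 6, the third nucleotide of codon 2, had 326.3 ± 23.1 CPM in targeting and 2.942 ± 0.365 CPM in nontargeting cells, a log2FC of 6.09 (standard error 0.43, adjusted p = 4.73e-08 from the same test). It held 30.3 ± 4.60% of the gene's 5′ ends in targeting and 1.07 ± 0.211% in nontargeting cells. At both positions each targeting library exceeded each nontargeting library (exact permutation test, p = 0.10).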

As a representative result, Fig. 2A shows the specific cleavage of plasmid-encoded *bla* transcript and genomic *rpmH* transcript at the fourth and second codons, respectively. 

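In the first 21 nt of coding sequences, 10 sites lay at nucleotide 6, 11 at nucleotide 9, 9 at nucleotide 12, 4 at nucleotide 15, 5 at nucleotide 18 and 4 at nucleotide 21, counted from the first nucleotide of the start codon. A single site, at nucleotide 10, lay outside this spacing of 3 nt, and no site lay upstream of nucleotide 6. When the first 100 positions were taken among those with a log2FC over 4, 47 sites lay in this stretch and 45 of them had the spacing.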

The observed 3-nucleotide (nt) periodicity of mRNA cleavage sites distribution along the coding regions suggested that cleavage could be coupled to the elongation of translation (Fig. 2A).

**Fig. 2.**
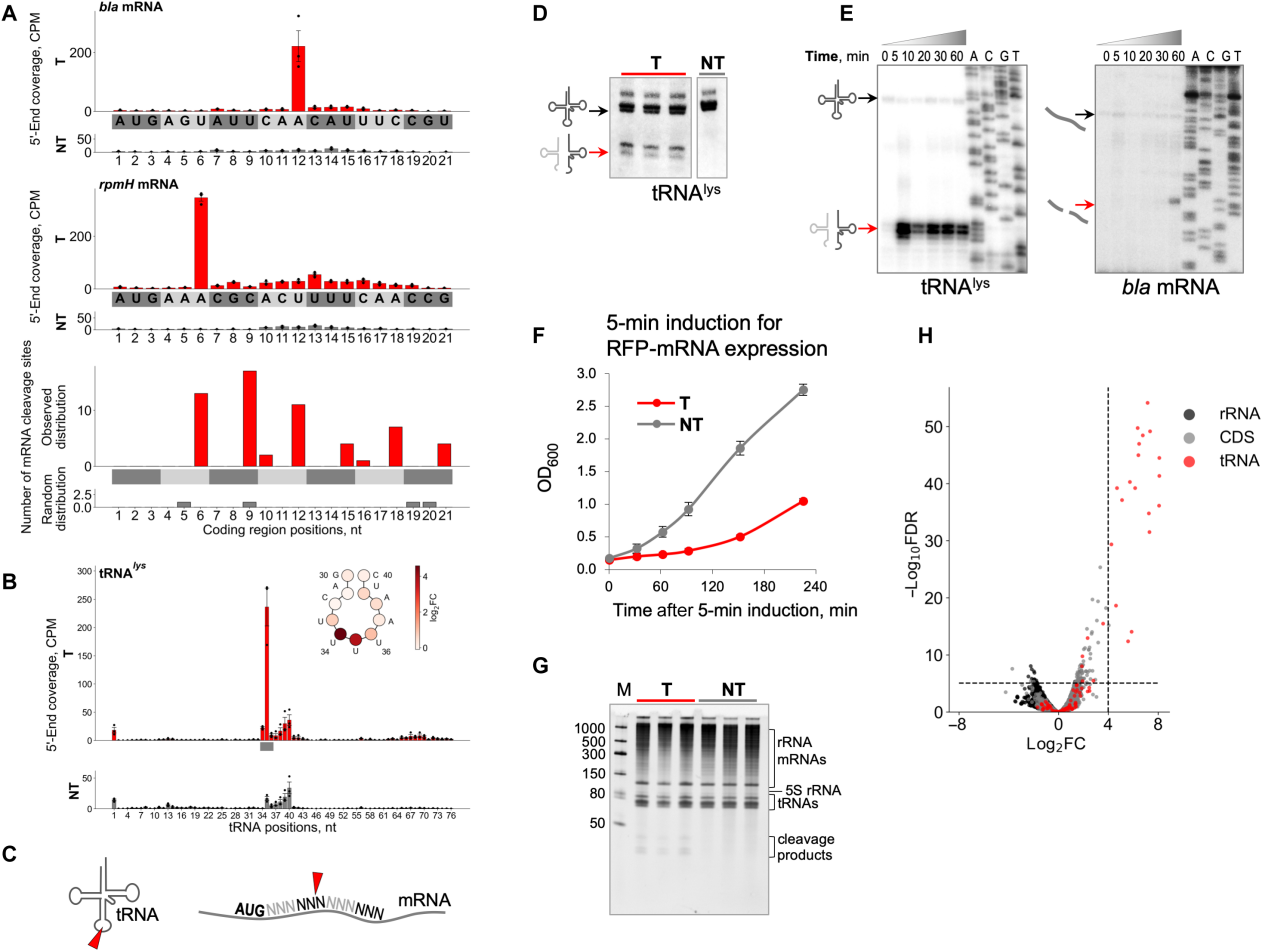
Cas13a-mediated RNA cleavage in targeting cells. (**A**) CPM (counts per million) coverage of RNA 5′ ends mapped to coding regions of *bla* (top) and *rpmH* (middle) genes in targeting (T, red bars) and nontargeting (NT, gray bars) samples of *E. coli* cells at 60 min after induction (means ± SEM, *n* = 3). The bottom panel depicts the distribution of top 100 of RNA cleavage sites. Codons are shown in gray/dark-gray colors. (**B**) 5′-End coverage mapped onto tRNA^lys^ gene (means ± SEM, *n* = 3). Anticodon is shown by a gray bar. At the scheme of tRNA^lys^ anticodon loop, each circle presenting tRNA nucleotide is colored according to values of log_2_ fold change (log_2_FC) between mean 5′-end CPMs in targeting and nontargeting samples. (**C**) Schematic representation of tRNA and mRNA cleavages. (**D**) Northern blot quantification of tRNA^lys^ cleavage. Three biological replicates of targeting and one replicate of nontargeting cells are shown. (**E**) Kinetics of cleavage products accumulation for tRNA^lys^ and *bla* mRNA revealed by primer extension assay. (**F**) Cell growth after 5-min pulse expression of target RNA (means ± SEM, *n* = 3). (**G**) Total RNA isolated at 5 min after induction was resolved by denaturing gel electrophoresis followed by SYBR Gold staining. RNA samples from three biological replicates are shown. (**H**) Volcano plot depicting the results of the comparison of 5′-end counts between targeting and nontargeting *E. coli* samples 5 min after induction using likelihood ratio test. Each dot corresponds to analyzed nucleotide position. The horizontal axis depicts log_2_FC value between targeting and nontargeting samples; the vertical axis depicts adjusted *P* value [false discovery rate (FDR)]. Top 100 of 5′ transcript ends counts (sorted by adjusted *P* values) are shown above the horizontal dashed line. The threshold value of log_2_FC = 4 is indicated by the vertical dashed line.

In addition to mRNA cleavage, pronounced cleavage of tRNAs at the anticodon loops was detected in targeting cells (Fig. 2, B and C). 

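The anticodon loop was taken as positions 32 to 38 of a tRNA gene and the anticodon as positions 34 to 36, counted from the first nucleotide of the gene. Genes with an extra or a missing nucleotide upstream of the loop are displaced by this count, which was not checked against the genome sequence. For the 84 tRNA genes with at least 100 ends per library on average, the share of a gene's 5′ ends that lay in the loop was computed in each library. This share does not depend on how the libraries are scaled. In 59 genes each targeting library had a higher share than each nontargeting library, and in 2 genes each had a lower share, while chance gives 5% of genes in each direction. Genes share the same libraries and are not independent, so this percent is an average and gives the count no p-value. The same holds for later counts of genes, groups and windows. Leaving out nontargeting replicate 1 moved the number of higher genes most, to 67, where chance gives 10% in each direction. The mean log2 ratio of CPM between targeting and nontargeting cells over genes was 1.62 at position 34, 1.14 at position 35 and 0.63 at position 36, and at the neighboring positions 33 and 37 it was 0.38 and 0.34. Summed over genes, ends at position 34 rose from 990.6 CPM in nontargeting to 4262 CPM in targeting cells. Position 35 of lysT, a tRNA lys gene on the plus strand of the chromosome from 780554 to 780629, had 193.3 ± 51.1 CPM (SD, n = 3) in targeting and 15.98 ± 4.60 CPM in nontargeting cells. Its log2FC was 2.90 (standard error 0.40, adjusted p = 1.98e-05 from edgeR's quasi-likelihood test), and it held 41.2% of the gene's 5′ ends in targeting and 5.79% in nontargeting cells. Position 34 of thrU, a tRNA thr gene, had 1719 ± 281 CPM in targeting and 91.54 ± 62.0 CPM in nontargeting cells (log2FC 3.53, adjusted p = 4.22e-05 from the same test). How mapping placed reads shared between tRNA genes of the same sequence was not examined.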

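Ends of tRNA genes were summed by amino acid to compare tRNAs in wild-type cells 60 min after induction. The share of 5′ ends in the anticodon loop of tRNA gln was 45.5 ± 6.35% (SD, n = 3) in targeting and 21.1 ± 4.29% in nontargeting cells. For tRNA lys it was 43.9 ± 13.2% and 11.8 ± 4.14%, for tRNA glu 42.7 ± 7.99% and 8.74 ± 1.83%, and for tRNA thr 29.2 ± 9.58% and 6.69 ± 3.07%. In 13 of 21 groups, these 4 among them, each targeting library exceeded each nontargeting library (exact permutation test, two-sided, p = 0.10, the smallest p possible). Chance gives 5% of groups in this direction. The share of tRNA ala rose from 1.29 ± 0.459% to 5.56 ± 1.55%, that of tRNA leu from 0.305 ± 0.0375% to 0.796 ± 0.256%, that of tRNA pro from 0.531 ± 0.222% to 0.858 ± 0.167% and that of tRNA trp from 0.765 ± 0.157% to 1.26 ± 0.146%. The remaining 8 groups overlapped between targeting and nontargeting cells. Among them, tRNA cys had 26.3 ± 0.704% and 23.5 ± 5.62% (exact permutation test, p = 0.60), tRNA ser 11.2 ± 1.98% and 9.51 ± 0.363% (p = 0.30), and tRNA asp 8.71 ± 1.13% and 6.52 ± 2.79% (p = 0.40). A high share in nontargeting cells, as for tRNA cys and tRNA gln, counts ends that were present without targeting.

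**Figure D1:**
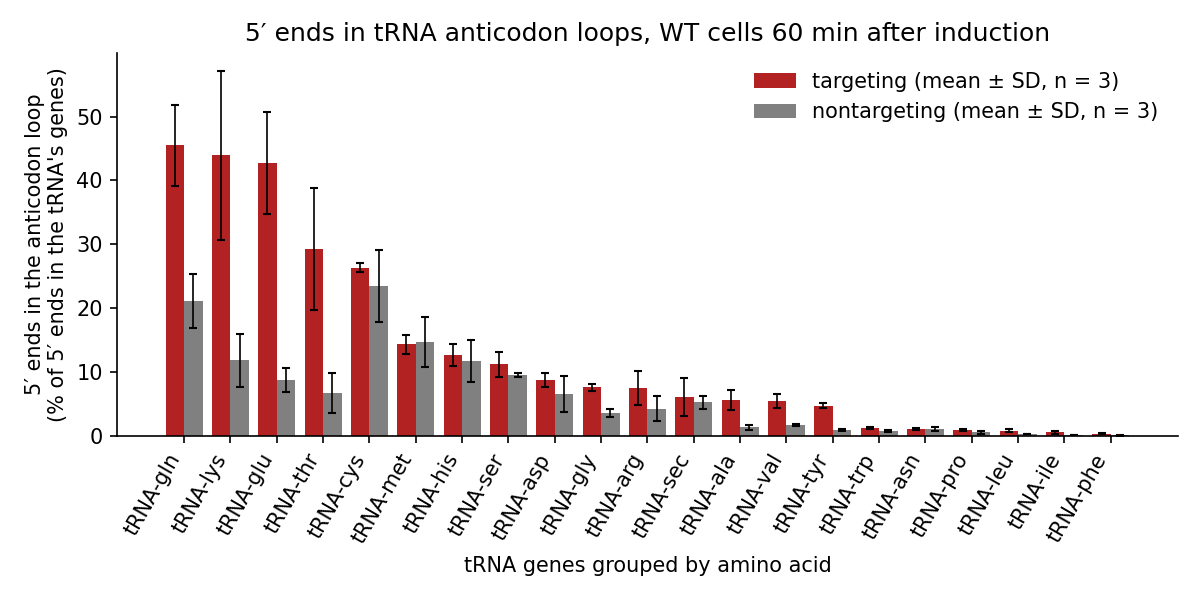
Percent of the 5′ ends of tRNA genes, summed by amino acid, that lay in the anticodon loop (positions 32 to 38) in targeting (red) and nontargeting (gray) wild-type cells 60 min after induction. Bars show the mean and error bars the SD of 3 libraries, and the 21 groups are ordered by their mean in targeting cells, with tRNA gln, tRNA lys and tRNA glu highest.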

The extent of cleavage varied for different tRNAs, with some, in particular, lysine and glutamine tRNAs, being cut in measurable amounts, whereas others remaining largely intact (fig. S5). However, none of tRNAs appeared to be completely eliminated by cleavage in the targeting cells. 

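All 84 tRNA genes had 5′ ends in targeting cells. The sum of CPM over a gene was lowest relative to nontargeting cells for thrW, at a ratio of 0.381, and the median log2 ratio over genes was −0.45. Ends at the first nucleotide of a gene can come from full-size tRNA or from its 5′ part. There the ratio was again lowest for thrW, at 0.264, and the median log2 ratio was −0.80. None of the 83 genes with at least 5 CPM at the first nucleotide in nontargeting cells was lower by 10 times or more in targeting cells. These ratios are of CPM over library totals, and normalization that moves all positions of a library moves them alike. Fragments of a cut tRNA and the full-size tRNA both enter these sums, so that they do not measure the share of each tRNA that stayed uncut.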

Quantification of the extent of cleavage by Northern blot hybridization showed that only modest fractions of specific tRNA were cleaved (22.8 ± 1.6% of tRNA^lys^, 9.2 ± 2.4% of tRNA^gln^, and 10.6 ± 0.9% of tRNA^leu^; means ± SEM, *n* = 3; Fig. 2D and fig. S6). Overall, the data suggest that the cleavage of mRNAs and tRNAs is responsible for the inhibition of protein synthesis and slower growth upon Cas13a RNA targeting.

A common feature of type VI effectors is the presence of two HEPN domains required for RNase activity (*1*). Each HEPN domain contains a catalytic dyad of conserved arginine and histidine residues (*2*, *10*). Substitutions of any of these residues abolish the Cas13 RNase activity in vitro and protection against RNA phages in vivo (*2*). Cultures of targeting cells expressing Cas13a with single–amino acid substitutions in the HEPN catalytic residues grew at the same rate as nontargeting control cultures (fig. S7, A to C). As expected, HEPN mutations had no effect on crRNA processing, which is known to depend on a distinct RNase active site of Cas13a (fig. S7D) (*8*, *11*). In contrast, primer extension analysis showed that inactivation of the HEPN RNase abolished target-activated tRNA and mRNA cleavage (fig. S7E). Thus, Cas13a HEPN RNase is responsible, directly or indirectly, for the RNA cleavage observed in targeting cells.

### tRNA cleavage precedes mRNA cleavage

The kinetics of accumulation of tRNA and mRNA cleavage products differed substantially (Fig. 2E). While tRNA cleavage was readily detectable as early as 5 min after induction, consistent with rapid protein synthesis inhibition (fig. S3), mRNA cleavage products accumulated much later and became detectable ~60 min after induction. Such different cleavage kinetics suggested that mRNA cleavage could be a consequence of tRNA cleavage and/or translation inhibition followed by activation of cellular RNases. To differentiate between the primary and secondary effects of Cas13a-mediated activity, we performed pulse expression of target RNA. RFP mRNA transcription was induced for 5 min, then the inducer was washed, and growth in the absence of induction was monitored. The transient expression of target RNA was sufficient for growth retardation (Fig. 2F). No signs of global RNA damage were detected in RNA samples isolated 5 min after induction. In contrast, RNA fragments of less than 50 nt that presumably reflect tRNA cleavage were detected in targeting cells (Fig. 2G). RNA-seq revealed tRNA but not mRNA cleavage in targeting samples 5 min after induction (Fig. 2H and table S1).

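The libraries of this time point came from 3 targeting and 3 nontargeting cultures of wild-type C3000 cells, taken 5 min after induction. Reads were processed by the authors as for the later time point, but the deposited 5′-end values are CPM, which sum to 1000000 in each library. Each value was a whole multiple of a smallest step, between 0.02733 and 0.03288 CPM per library (100% of values, tolerance 1e-06), from which the totals were recovered. Targeting libraries held between 30411115 and 36587235 ends (median 30423699) and nontargeting libraries between 30547198 and 34143140 (median 31262273). Between 23.1% and 24.5% of ends lay in rRNA genes in targeting cells and between 34.2% and 38.9% in nontargeting cells, and tRNA genes held 1.34% to 1.64% and 0.434% to 1.09%. Because the unit was CPM, positions were tested with limma's trend method on log2 CPM divided by TMM factors, with a pseudocount of 0.1 CPM. On the minus strand, values of this time point lay displaced by 74 nt from those of each other experiment, while the plus strand was not displaced. The positions given here for minus-strand genes are therefore those of the deposited values and are not established as 5′ ends.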

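Of 9693 positions tested 5 min after induction, limma called 1268 higher and 1026 lower in targeting cells at an adjusted p under 0.05. This count rested on single libraries. It was 50 without targeting replicate 1, 337 without targeting replicate 2, 27 without targeting replicate 3, 4678 without nontargeting replicate 1 and 367 without nontargeting replicate 2. With no CPM filter 28766 positions were called. With total counts alone the median log2FC moved from 0.03 to 0.25, and 1403 positions were called higher and 336 lower. In tRNA genes 39 of 104 tested positions were called higher and 2 lower, in coding sequences 496 of 3025 were higher and 36 lower, and in rRNA genes 84 were higher and 924 lower. The paper's rule gave 20 cleavage sites, 19 of them in 15 tRNA genes. The remaining site lay in the coding sequence of azuC, a gene chosen for naming after its values were seen. It had 383.9 ± 39.7 CPM (SD, n = 3) in targeting and 20.22 ± 4.53 CPM in nontargeting cells (log2FC 4.04, limma adjusted p = 0.000363) and lay on the displaced minus strand, at 1987922. On the plus strand alone there were 12 sites, all in tRNA genes. Position 35 of lysT, 780588 on the plus strand, rose from 0.9145 ± 0.205 to 291.1 ± 35.1 CPM (log2FC 7.97, standard error 0.23, limma adjusted p = 2.50e-05), and position 34 from 0.3581 ± 0.123 to 37.02 ± 4.52 CPM (log2FC 6.18). Position 36 of gltV, a tRNA glu gene, rose from 0.7653 ± 0.120 to 47.32 ± 5.38 CPM (log2FC 5.58), and position 34 of thrU from 0.2475 ± 0.0661 to 32.26 ± 1.76 CPM (log2FC 6.37). Position 35 of gltW, on the displaced minus strand, had 0.06178 ± 0.0281 and 12.60 ± 2.20 CPM (log2FC 6.14). The 2 lower positions with the smallest adjusted p were also on the minus strand, at 695 of rrsG (log2FC −2.22, limma adjusted p = 0.00503) and 776 of rrsD (log2FC −1.97, limma adjusted p = 0.00543). Position 12 of bla had 22.67 ± 0.972 CPM in targeting and 6.027 ± 3.26 CPM in nontargeting cells (log2FC 1.87, standard error 0.41, limma adjusted p = 0.0239), and position 6 of rpmH, which did not pass the filter, had 10.53 ± 1.12 and 3.208 ± 1.28 CPM (exact permutation test, p = 0.10, the smallest p possible). From tRNA cleavage that preceded mRNA cleavage, the paper proposes, as a possibility, that mRNA cleavage was a consequence of tRNA cleavage, of the block of translation, or of both, followed by activation of cellular RNases.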

### tRNA cleavage is unaffected in targeting cells lacking RNase toxins

The cleavage of mRNA observed in targeting cells 60 min after induction could be induced by RNase toxins. To further elucidate the potential impact of mRNA cleavage in Cas13a-mediated cell growth retardation, we used Δ10, an *E. coli* strain that lacks 10 endoribonuclease-encoding type II toxin-antitoxin systems (*12*). Wild-type and Δ10 cells were transformed with a plasmid for the inducible expression of RFP and the targeting or nontargeting variant of the *L. shahii* type VI-A CRISPR-Cas system plasmid. Retardation of the Δ10 culture growth was observed upon induction of RFP mRNA targeting (Fig. 3A). RNA cleavage was next monitored by primer extension. In wild-type cells, mRNA (Fig. 3B) and tRNA (Fig. 3C) cleavages at the same RNA sites were observed in cells expressing crRNAs that targeted three different positions of the RFP transcript (fig. S8), confirming that it was target recognition as such that triggered mRNA and tRNA degradation. Primer extension revealed no cleavage of selected mRNAs in RNA prepared from the Δ10 targeting culture, suggesting that some of the deleted toxins were responsible for mRNA cleavage observed upon Cas13a RNA targeting in wild-type cells (Fig. 3B). In contrast, tRNAs were efficiently cleaved in the Δ10 samples (Fig. 3C). 

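Cells of the Δ10 strain, which lacks the 10 toxin-antitoxin systems, gave 3 targeting and 3 nontargeting libraries 60 min after induction. They were prepared, mapped and counted by the authors as those of wild-type cells, and the deposited values are counts of 5′ ends without normalization. Targeting libraries held between 16235437 and 26443032 ends (median 19668380) and nontargeting libraries between 15094813 and 19266855 (median 16793348). In contrast to wild-type libraries of that time, 44.0% to 57.3% of ends in targeting and 56.5% to 65.0% in nontargeting libraries lay in rRNA genes, while tRNA genes held 1.45% to 2.04% and 0.707% to 1.02%. The filter, test and rule for cleavage sites were kept. Over the 20 genes of the deleted systems the median level was 0.0802 CPM in nontargeting and 0.0537 CPM in targeting Δ10 cells, against 10.0 and 24.1 CPM in wild-type cells. Not all of these genes lost their ends. In Δ10 cells, yafN had 3.566 CPM in nontargeting and 4.070 CPM in targeting cells (6.409 and 12.01 CPM in wild-type cells), mqsA had 2.055 and 2.428 CPM, yoeB 1.643 and 2.027 CPM, chpB 1.256 and 1.344 CPM, and hicB 0.6441 and 1.772 CPM. Where in these genes the ends lay was not examined. Replicates with the same number in targeting and nontargeting cells deviated alike from their group means (correlations over positions of 0.38, 0.50 and 0.17).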

RNA purified from the Δ10 samples was also analyzed by RNA-seq. Massive tRNA cleavage with a pattern similar to that observed in RNA from wild-type cells was detected (Fig. 3, D and E, table S2, and fig. S5). 

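Of 13797 positions tested in Δ10 cells, edgeR's quasi-likelihood test called 2902 higher and 3083 lower in targeting cells. Without a CPM filter 26721 were called, and without nontargeting replicate 1, 3743. When ends in rRNA genes were left out, 1116 of 9659 positions were called higher and 391 lower. Of the lower positions, 3025 lay in rRNA genes, while 124 of 148 tested positions in tRNA genes and 580 of 1707 in coding sequences were called higher. The paper's rule gave 23 cleavage sites, 21 of them in 18 tRNA genes. With the filter at 1 CPM it gave 62. Position 34 of glnV, a tRNA gln gene, 696583 on the minus strand, rose from 1.373 ± 0.0677 to 175.4 ± 64.1 CPM (SD, n = 3), a log2FC of 7.08 (standard error 0.38, adjusted p = 7.17e-06 from edgeR's quasi-likelihood test). Position 34 of thrU, 4175421 on the plus strand, rose from 8.411 ± 1.47 to 959.1 ± 323 CPM (log2FC 6.91) and position 35 of lysT from 5.697 ± 1.30 to 249.1 ± 50.2 CPM (log2FC 5.51). Position 36 rose from 3.261 ± 0.0777 to 139.1 ± 30.8 CPM in gltV (log2FC 5.48) and from 3.120 ± 0.543 to 133.9 ± 31.0 CPM in gltU (log2FC 5.49), with the same adjusted p as glnV. The sites in coding sequences, chosen for naming after their values were seen, were position 28 of rpmE, which rose from 1.074 ± 0.105 to 25.68 ± 2.47 CPM (log2FC 4.63), and position 34 of rpmF, which rose from 1.589 ± 0.314 to 43.23 ± 13.9 CPM (log2FC 4.84). Both lay at the first nucleotide of a codon. Position 12 of bla had 5.445 ± 1.45 CPM in targeting and 1.612 ± 0.142 CPM in nontargeting cells, and position 6 of rpmH 2.100 ± 0.368 and 1.158 ± 0.0588 CPM, both below the filter. Among lower positions, 4037517 on the plus strand, outside annotated genes, fell from 88.12 ± 5.85 to 31.11 ± 3.71 CPM (log2FC −1.45), and position 531 of rrsE from 39.19 ± 2.75 to 12.58 ± 2.20 CPM (log2FC −1.59). By amino acid, the share of 5′ ends in the anticodon loop was 78.8 ± 5.43% in targeting and 26.8 ± 2.46% in nontargeting cells for tRNA gln, 68.2 ± 4.81% and 17.8 ± 0.428% for tRNA thr, 65.7 ± 3.06% and 15.9 ± 1.47% for tRNA lys, and 65.1 ± 4.60% and 26.4 ± 1.27% for tRNA glu. In 10 of 21 groups each targeting library exceeded each nontargeting library (exact permutation test, p = 0.10, the smallest p possible), where chance gives 5% in this direction. The paper states that this pattern of tRNA cleavage resembled that of wild-type cells.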

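In Δ10 cells, the mean log2 ratio of CPM between targeting and nontargeting cells over tRNA genes was 2.04 at position 34, 1.54 at position 35 and 1.04 at position 36, and the flanking positions 33 and 37 had 0.79 and 0.82. Summed over genes, ends rose from 125.9 to 2132 CPM at position 34, from 142.2 to 1933 CPM at position 35 and from 212.5 to 906.8 CPM at position 36. The ratios of these sums were 16.9, 13.6 and 4.27, where those of wild-type cells 60 min after induction were 4.30, 2.45 and 1.64. The levels without targeting differed. At position 34 wild-type cells rose from 990.6 to 4262 CPM. In nontargeting libraries tRNA genes held 18.1% to 23.9% of ends in wild-type and 0.707% to 1.02% in Δ10 cells. The ratios therefore do not rank the extent of cleavage between strains. Position 34 of glnU, 696906 on the minus strand, rose from 10.68 to 378.9 CPM on average (n = 3, log2FC 5.21, adjusted p = 8.13e-06 from edgeR's quasi-likelihood test), while in lysT position 35 exceeded position 34 in either strain. The share of a gene's ends in the loop was higher in each targeting than in each nontargeting library for 30 of 84 tRNA genes and lower for 3, where chance gives 5% each way.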

In both cases, tRNAs were cut mainly at first anticodon nucleotides (Fig. 3E and fig. S9). The consensus of the top 100 cleavage sites detected in Δ10 cells (sorted by adjusted *P* values) demonstrated a preference for uridine residues, in contrast to the adenine-rich consensus of the top 100 cleavage sites from the wild-type cells (Fig. 3F). Previous analysis of LshCas13a collateral damage specificity in vitro also detected a marked preference for uridine residues at the cleavage site (*2*). Thus, the A-rich cleavage site consensus in targeting wild-type *E. coli* cells reflects the preferences of the toxin RNases rather than the LshCas13a cleavage preference.

**Fig. 3.**
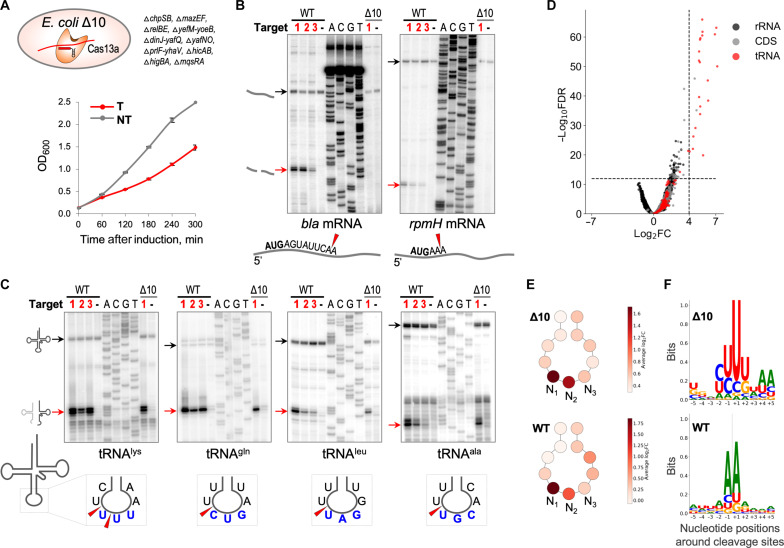
tRNAs but not mRNAs are cleaved in targeting cells lacking 10 toxin RNases. (**A**) RFP mRNA targeting by LshCas13a expressed in *E. coli* Δ10 results in growth retardation (T, red); no such effect is observed in nontargeting (NT, gray) control, same as shown in wild-type *E. coli* (Fig. 1C), means ± SEM, *n* = 3. (**B**) Primer extension assay revealed mRNA cleavage in the presence of toxin RNases, but not in *E. coli* Δ10. (**C**) tRNA cleavages are intact in the cells lacking toxin RNases. Black arrows depict the position of full-size RNA, and red arrows depict the position of cleavage product. mRNA and tRNA cleavages were analyzed in wild-type *E. coli* cells expressing LshCas13a-crRNAs targeting three different positions in RFP mRNA shown as targets 1, 2, and 3 (details in fig. S8), and Δ10 cells expressing LshCas13a-crRNA1 corresponding to target 1 in RFP mRNA. (**D**) Volcano plot depicting the results of the comparison of 5′-end counts per nucleotide position of each strand between targeting and nontargeting samples of Δ10 *E. coli* strain. The analysis was performed in the same way as for Fig. 2H. (**E**) Schematic depiction of tRNA anticodon loop; circles correspond to tRNA nucleotides. Each circle is colored according to the average value of log_2_FC between average 5′-end CPMs in targeting and nontargeting samples across all tRNA genes detected in *E. coli* genome. N_1_, N_2_, and N_3_ nucleotides correspond to tRNA anticodon. (**F**) Weblogo plots built from 10-nt sequences surrounding top 100 of RNA cleavage sites. The position of cleavage is depicted by dash lines. In E and F, the top (Δ10) and the bottom [wild type (WT)] panels correspond to the experiments with Δ10 and wild-type *E. coli* strains, respectively.

The genome and the resident plasmid of *L. shahii* encode six type II toxin-antitoxin systems (*13*). These include RelE-, MazF-, YoeB-, and YafQ-like toxin RNases (table S3) related to those present in wild-type *E. coli* and deleted in the Δ10 strain used in our experiments. Thus, the observed indirect activation of *E. coli* toxin RNases upon Cas13a RNA targeting is likely not limited to the heterologous *E. coli* system but could also occur in native *L. shahii* cells.

### Cas13a RNA targeting limits DNA phage infection and causes tRNA cleavage

Because the principal function of CRISPR-Cas systems is antiviral defense, we investigated the activity of Cas13a in phage-infected cells. Previously, it was demonstrated that LshCas13a restricts infection of MS2, an RNA phage (*2*). Here, we used LshCas13a to target a nonessential transcript of M13, a DNA phage (Fig. 4A). M13 produced fewer plaques on lawn of targeting cells compared to nontargeting control [efficiency of plaquing (EOP), 0.17 ± 0.01, means ± SEM, *n* = 4). Moreover, the infection of targeting cells resulted in a reduced plaque size (Fig. 4B). Thus, RNA targeting by Cas13a interferes with M13 infection. As expected, in the absence of RNA targeting, the chronic M13 infection in liquid medium led to a moderate decrease in growth rate and efficient production of progeny phage particles (Fig. 4, C and D; M13 infection of nontargeting cells shown in gray). In contrast, Cas13a-targeting resulted in growth retardation and suppression of progeny phage production (Fig. 4, C and D; M13 infection of targeting cells shown in red). Thus, M13 phage propagation is impaired when Cas13a targets a phage transcript.

**Fig. 4.**
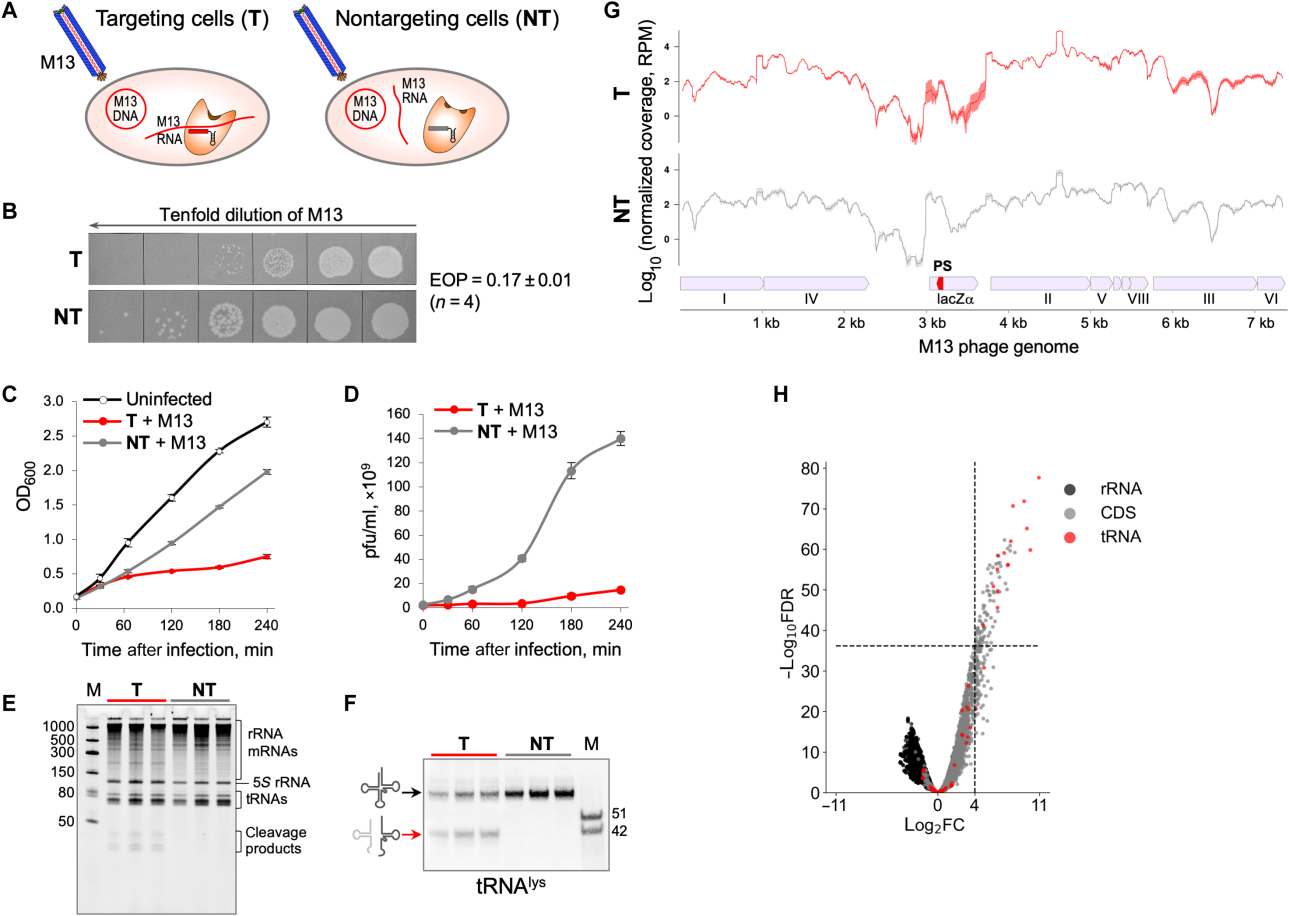
Targeting of a nonessential M13 phage transcript induces tRNA cleavage in infected cells and prevents the infection spread. (**A**) Schematic of targeting by LshCas13a of M13 phage transcript in *E. coli*. Targeting cells (T) express crRNA with a spacer (shown in red) matching M13 RNA, and, in nontargeting control cells (NT), the crRNA spacer (shown in gray) does not match any RNA. (**B**) Plaque assay of 10-fold serial dilutions of M13 lysate spotted on lawns of targeting or nontargeting cells. The efficiency of plaquing (EOP) is presented as means ± SEM, *n* = 4. (**C**) Targeting (red curve) and nontargeting (gray curve) cells in liquid cultures were infected with M13 phage at OD_600_ = 0.2 and multiplicity of infection = 10, and growth rate was monitored along with uninfected control (means ± SEM, *n* = 3). (**D**) Phage titers [plaque-forming units (pfu)/ml] in infected cell cultures measured at indicated time points after infection (means ± SEM, *n* = 3). (**E**) Total RNA isolated from M13-infected cells at 30 min after infection was resolved by denaturing gel electrophoresis followed by SYBR Gold staining. RNA samples from three biological replicates of targeting and nontargeting cells are shown. (**F**) Northern blot quantification of tRNA^lys^ cleavage. (**G**) RNA-seq data show similar patterns of normalized read coverage [reads per million (RPM)] mapped on M13 phage genome for RNA isolated from targeting and nontargeting M13-infected cells. Small red pentagon indicates the target protospacer site within the *lac*Zα gene. Line and shaded error bar represent means ± SEM of three biological replicates. (**H**) Volcano plot depicting the results of the comparison of 5′-end counts per nucleotide position of each strand between targeting and nontargeting samples of M13-infected cells. The analysis was performed in the same way as for Fig. 2H.

Total RNA isolated from targeting and nontargeting cells 30 min after M13 infection was analyzed by denaturing gel electrophoresis (Fig. 4E). 

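For sequencing, 3 targeting and 3 nontargeting cultures of wild-type C3000 were infected with M13 at a multiplicity of infection of 10. The crRNA of targeting cells matched the lacZα transcript of a phage that carried the protospacer, and that of nontargeting cells matched no RNA. The paper places sampling 30 min after infection, while the labels of the deposited libraries name 30 min after RFP induction. Reads were mapped by the authors to the chromosome and the phage genome of 7354 nt and counted as 5′ ends per position without normalization. The authors also deposited the number of fragments that cover each phage position, which are whole numbers and not scaled to library size, and fragments per gene counted with featureCounts. Targeting libraries held between 28159430 and 30452314 ends (median 29449547) and nontargeting libraries between 28815671 and 32447139 (median 31090955). Between 23.5% and 31.1% of ends lay in rRNA genes in targeting and between 70.8% and 78.5% in nontargeting libraries, and tRNA genes held 1.18% to 1.75% and 0.346% to 0.436%. Coverage was divided by the library's total of 5′ ends and multiplied by 1000000. Positions were tested as in wild-type cells 60 min after induction, and genes with edgeR's quasi-likelihood test after edgeR's filter on low counts. Replicates of the same number deviated alike from their group means (correlations over positions of 0.31, 0.54 and 0.22).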

Similar to results obtained for plasmid RNA targeting (Fig. 2G), no signs of overall RNA degradation were observed in targeting and nontargeting samples. However, prominent RNA fragments of less than 50 nt were present in RNA from targeting samples. Northern blot hybridization with a probe complementary to tRNA^lys^ confirmed Cas13a-mediated cleavage at the anticodon loop (Fig. 4F). The extent of tRNA^lys^ cleavage was 37.3 ± 3.3% (means ± SEM, *n* = 3). RNA-seq results showed that M13 RNA targeting did not induce degradation of phage transcripts (Fig. 4G). 

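Mean coverage of the phage genome's plus strand was 1943 ± 56.0 fragments per 1000000 5′ ends (SD, n = 3) in targeting and 325.1 ± 64.4 in nontargeting cells, a ratio of 5.98 (exact permutation test, two-sided, p = 0.10, the smallest p that 3 libraries against 3 allow). Since rRNA took a smaller share of targeting libraries, the ratio was also computed over 5′ ends outside rRNA genes, where it was 2.17 (275132 ± 14707 and 126606 ± 12360 phage ends per 1000000). Of 74 windows of 100 nt, 51 had higher coverage in each targeting than in each nontargeting library and 10 had lower coverage, where chance gives 5% in each direction. Over 5′ ends outside rRNA genes, a scaling added after the values were seen, 31 windows were higher and 32 lower, so the balance of windows depended on the scaling. The 10 windows lower over all ends were lower with either scaling. Over all ends, those that start from 2901 to 3501 had ratios between 0.129 and 0.284, and those from 1 to 801 between 0.628 and 0.813. Which genes they lie in was not examined. Across windows, which are not independent replicates, mean coverage of targeting and nontargeting cells had a Pearson correlation of 0.907 on the log10 scale and a Spearman correlation of 0.895. Of 10 annotated phage genes, edgeR's quasi-likelihood test on fragments per gene, in which TMM set the median of all genes near 0, called 5 higher, 2 lower and 3 neither way. Gene II rose most, with a log2FC of 2.31 (standard error 0.30, adjusted p = 6.44e-05). The lower genes were the lacZα fragment, which holds the target, and gene VI. The lacZα fragment fell from 1030 ± 195 to 568.9 ± 47.8 CPM, a log2FC of −2.06 (standard error 0.20, adjusted p = 1.08e-05 from the same test). It made up 2.66 ± 0.539% of fragments in phage genes in nontargeting and 0.226 ± 0.0248% in targeting cells. Gene VI had a log2FC of −0.71 but more CPM in targeting cells, 1184 ± 155 against 813.4 ± 117. Reads shared by lacZα and lacZ of the chromosome were not separated. From the similar profiles of coverage in Fig. 4G, the paper states that targeting left phage transcripts undegraded.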

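In M13-infected cells, 9430 positions passed the filter, and edgeR's quasi-likelihood test called 4503 higher and 3585 lower in targeting cells. Without a CPM filter 209789 were called. The median log2FC of all positions was 0.51 after TMM, 0.06 with median-ratio factors and 0.81 with total counts, so that fold changes shift by as much with the scaling. Of 1748 tested positions in coding sequences 1435 were called higher and 49 lower, of 70 in tRNA genes 32 higher and 6 lower, and of 4184 in rRNA genes 187 higher and 3402 lower. The paper's rule gave 100 cleavage sites, 85 of them in 49 coding genes and 15 in 11 tRNA genes. With ends in rRNA genes left out it gave 51, of which 14 lay in tRNA genes, and without a CPM filter 32. Of the 5 positions with the smallest adjusted p, 3 lay in tRNA lys genes. Position 35 of lysY, 781181 on the plus strand, had 35.11 ± 2.44 CPM (SD, n = 3) in targeting and 0.01072 ± 0.0186 CPM in nontargeting cells, where too few ends were counted for a fold. Position 35 of lysW, 780877, rose from 0.1478 ± 0.113 to 122.1 ± 7.55 CPM (log2FC 9.35, standard error 0.48, adjusted p = 1.24e-06 from edgeR's quasi-likelihood test) and position 34 of lysZ, 781402, from 0.1302 ± 0.0851 to 46.02 ± 2.43 CPM (log2FC 8.12). Positions 579794 and 579802 on the plus strand, outside annotated genes, had 64.96 ± 10.2 and 29.81 ± 4.13 CPM in targeting and 0.01027 ± 0.0178 and 0.03127 ± 0.0308 CPM in nontargeting cells. The first nucleotide of the small RNA csrC fell from 191.0 ± 40.4 to 18.92 ± 3.24 CPM (log2FC −3.63), and position 2737124, outside annotated genes, from 115.2 ± 17.1 to 16.46 ± 1.71 CPM (log2FC −3.11). Of the 85 mRNA sites 26 lay at the third nucleotide of a codon, 30.6% against 29.4% of tested positions (Fisher's exact test, two-sided, p = 0.808). The share of a gene's ends in the anticodon loop was higher in each targeting library for 49 of 83 tRNA genes and lower for 4, where chance gives 5% each way.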

Analysis of RNA cleavage sites showed that the most common cleavages occurred in anticodon loops (Fig. 4H and table S4). 

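In M13-infected cells, the cleavage sites in tRNA genes belonged to tRNA lys, tRNA glu, tRNA gln and tRNA thr. All 4 also had sites in wild-type cells 5 min after induction, beside tRNA leu and tRNA pro, and in Δ10 cells, beside tRNA gly, tRNA his and tRNA val. On the plus strand alone, sites of tRNA gln were not found 5 min after induction, since its genes lie on the minus strand, where the values of that time point are displaced. In M13-infected cells, the share of 5′ ends in the anticodon loop of tRNA lys was 83.3 ± 2.80% (SD, n = 3) in targeting and 6.00 ± 2.48% in nontargeting cells. For tRNA glu it was 57.7 ± 5.73% and 13.7 ± 4.88%, and for tRNA gln 17.0 ± 1.29% and 10.2 ± 1.84%. For tRNA thr the share fell, from 2.05 ± 0.404% to 1.54 ± 0.183%, although its loop ends rose from 8.465 to 68.20 CPM, since ends at the first nucleotide of thrU rose from 365.2 ± 22.0 to 4307 ± 1059 CPM. In each of these comparisons the targeting libraries lay on one side of the nontargeting libraries (exact permutation test, p = 0.10, the smallest p possible). Position 35 of lysT rose from 0.2969 ± 0.162 to 293.6 ± 30.5 CPM (log2FC 9.64, standard error 0.49, adjusted p = 1.24e-06 from edgeR's quasi-likelihood test), position 34 of glnU from 0.1482 ± 0.0902 to 16.33 ± 1.49 CPM (log2FC 6.44), position 36 of gltV from 0.2143 ± 0.127 to 23.57 ± 3.80 CPM (log2FC 6.46) and position 34 of thrU from 0.4181 ± 0.146 to 33.55 ± 5.46 CPM (log2FC 6.01).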

Notably, the subset of tRNAs cleaved in M13-infected cells mirrored that in cells where plasmid RNA was targeted (Fig. 2H and table S1, and Fig. 3D and table S2). Analysis of non-tRNA cleavage sites in M13-infected cells did not detect any particular sequence or secondary structure preferences.

### Target-activated LshCas13a cleaves tRNAs at the anticodon loop in vitro

Given that *E. coli* K12 used throughout this work as the host strain does not encode known anticodon nucleases, we hypothesized that tRNAs were cleaved directly by Cas13a activated by the interaction with its RNA target. To test this hypothesis, we performed an in vitro cleavage assay followed by primer extension analysis to characterize the cleavage products (fig. S10A). Recombinant LshCas13a loaded with crRNA was combined with the corresponding target RNA and supplemented with bulk *E. coli* tRNA; nontargeting control reactions were performed in the absence of the target RNA. Cleavage of tRNAs at the same anticodon loop sites as observed in vivo was detected in the presence of target RNA, and a mutation of a HEPN catalytic residue abolished this cleavage (Fig. 5A). We next asked whether LshCas13a could specifically cleave tRNA in vitro in the presence of other cellular RNAs. We repeated the cleavage assay using total *E. coli* RNA as the cleavage substrate and detected the same tRNA cleavage products (fig. S10B). Thus, LshCas13a is an anticodon tRNase that is activated by target recognition and is active even in the presence of an excess of other RNAs.

**Fig. 5.**
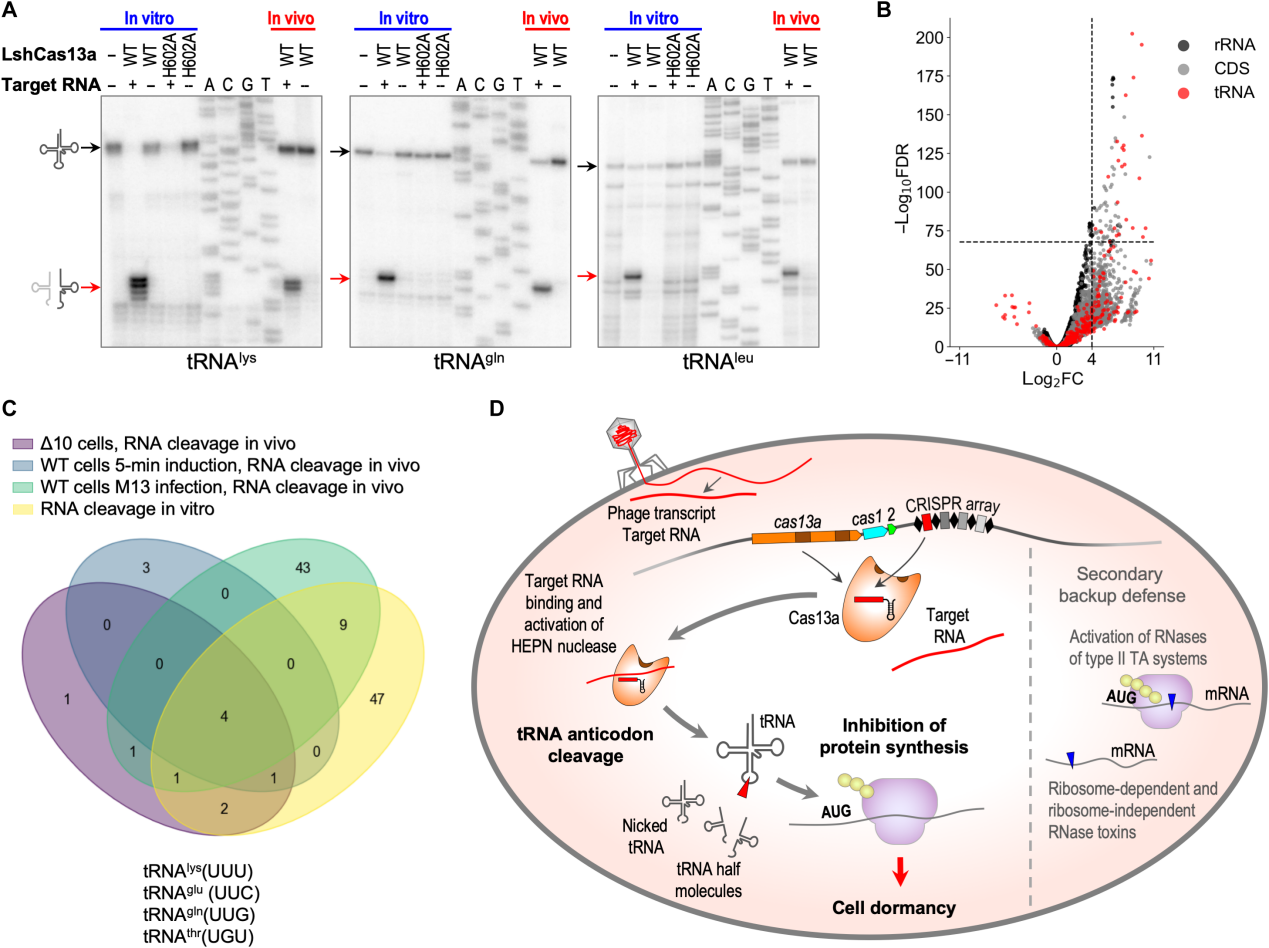
tRNA cleavage is the prime mechanism of CRISPR-Cas immunity in type VI-A system of *L. shahii*. (**A**) Target-activated Cas13a cuts tRNA at the anticodon loop in vitro. Bulk tRNA was used as a substrate for cleavage. Cleavage products revealed by primer extension following in vitro cleavage by target-activated LshCas13a match those observed in vivo. As expected, the H602A mutation of the catalytic residue in the HEPN1 domain abolishes LshCas13a cleavage activity. Black arrows show full-size tRNAs, and red arrows indicate cleavage products. (**B**) Volcano plot depicting the results of the comparison of 5′-end counts per nucleotide position of each strand between targeting and nontargeting samples in in vitro cleavage experiments with isolated total *E. coli* RNA. The analysis was performed in the same way as for Fig. 2H. (**C**) tRNA^lys^, tRNA^glu^, tRNA^gln^, and tRNA^thr^ are the primary substrates for target-activated Cas13a cleavage in vivo and in vitro. Venn diagram shows the overlaps between the sets of RNA cleavage sites detected by RNA-seq from the four experimental systems used in this work: targeting of plasmid encoded RFP mRNA in wild-type (5 min after induction) and Δ10 (60 min after induction) *E. coli* cells; phage RNA targeting in M13-infected cells; and RNA cleavage by LshCas13a in vitro. For each dataset, 5′ transcript ends counts with log_2_FC value between targeting and nontargeting samples > 4 were selected from top 100 hits sorted by adjusted *P* values in ascending order. Resulting sets of RNA cleavage sites were used to build Venn diagram. (**D**) Model of defense provided by CRISPR-Cas13a system of *L. shahii*.

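The substrate was rRNA-depleted total RNA of E. coli, incubated for 60 min with 200 nM LshCas13a-crRNA complex. Targeting reactions also held 100 nM target RNA, and nontargeting reactions held none. Each was done in 3 replicates, and the authors mapped reads to NC_000913.3 and counted 5′ ends as for cells, with the deposited values being counts without normalization. The counts also list ends on the target RNA and on the crRNA precursor. Libraries labelled targeting held between 3701313 and 29636889 ends (median 26387096), with the lowest total in replicate 2, and libraries labelled nontargeting between 18629536 and 22906681 (median 20720864). Despite the depletion, 75.9% to 76.4% of ends in libraries labelled targeting and 70.5% to 72.3% in libraries labelled nontargeting lay in rRNA genes, and tRNA genes held 0.815% to 0.922% and 1.78% to 1.96%. The labels conflict with the contents. The target RNA made up 51139 ± 2577 CPM (SD, n = 3) in the libraries labelled nontargeting and 75.77 ± 6.89 CPM in those labelled targeting, 675 times less. The log2FC computed with the labels had a correlation over positions of −1.0 with the log2FC in the authors' deposited comparison. Values are therefore given for the libraries as labelled, and a direction drawn from them holds for these labels. Results with the labels exchanged, a setting added after the values were seen, are named as such.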

Total RNA was used as the substrate for in vitro cleavage by LshCas13a followed by RNA-seq to test whether target-activated Cas13a cleaved RNAs other than tRNAs. Similar to the in vivo results, we detected massive tRNA cleavage at the anticodon loops (Fig. 5B and figs. S10C and 11) as well as some cleavage of mRNAs and rRNAs (Fig. 5B). 

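With the labels as deposited, edgeR's quasi-likelihood test called 690 of 12497 positions higher and 1225 lower in the libraries labelled targeting. Without a CPM filter 28413 were called. The count rested on single libraries. It was 795, 3341 and 763 without replicates 1, 2 and 3 labelled targeting, and 1246 and 868 without replicates 1 and 2 labelled nontargeting. With total counts alone the median log2FC moved from 0.01 to 0.24, and 3038 positions were called higher and 788 lower. With these labels 0 positions met the paper's rule by edgeR's likelihood ratio test, edgeR's quasi-likelihood test or DESeq2, although 4033 positions had an unadjusted p under 0.05 in the quasi-likelihood test. With ends in rRNA genes left out, 5 positions met it, all in tRNA genes. The lower positions with the smallest adjusted p were position 619 of rrsB (log2FC −6.63, adjusted p = 2.16e-08 from edgeR's quasi-likelihood test) and of rrsG (log2FC −6.61), where the libraries labelled nontargeting had 1161 ± 76.7 and 1384 ± 106 CPM (SD, n = 3) and those labelled targeting 13.74 ± 0.422 and 16.59 ± 0.312 CPM. With the labels exchanged, the test called 2161 positions higher and 1158 lower, and the rule gave 85 sites, 49 of them in 31 coding genes, 22 in 20 tRNA genes and 14 in 7 rRNA genes. Outside annotated genes, the 5 higher positions with the smallest adjusted p lay on the target RNA itself, and the 2 lower ones on the crRNA precursor. The count of positions became 1884, 5306 and 1841 without replicates 1, 2 and 3 labelled targeting and 1976 without replicate 2 labelled nontargeting. With total counts alone 1806 were higher and 2564 lower, and the median log2FC moved from −0.01 to −0.15. Position 34 of thrU had 2722 ± 474 CPM in the libraries labelled nontargeting and 12.28 ± 2.82 CPM in those labelled targeting, position 34 of glnU 980.9 ± 105 and 2.808 ± 0.756 CPM, and position 35 of lysT 50.23 and 0.2797 CPM. The share of 5′ ends in the anticodon loop of tRNA gln was 97.0 ± 0.499% in the libraries labelled nontargeting and 29.0 ± 3.05% in those labelled targeting, that of tRNA thr 90.6 ± 2.77% and 13.7 ± 1.13%, that of tRNA glu 88.3 ± 2.48% and 18.1 ± 4.98%, and that of tRNA lys 42.3 ± 10.8% and 10.8 ± 1.58% (exact permutation test, p = 0.10 for each, the smallest p possible). It was lower in each library labelled targeting than in each labelled nontargeting for 61 of 83 tRNA genes and higher for 1, where chance gives 5% each way. Of the 49 mRNA sites found with the labels exchanged, 25 lay at the third nucleotide of a codon, 51.0% against 42.7% of tested positions (Fisher's exact test, p = 0.221). The paper concludes from these ends that LshCas13a cleaved tRNAs at the anticodon loops together with some mRNAs and rRNAs.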

A closer examination of the minor non-tRNA cleavage products showed that LshCas13a cut them at uridine residues located in small loops, apparently mimicking the anticodon stem-loop structure of tRNA (fig. S12). However, in cells, the abundance of these non-tRNA cleavage products was negligible compared to the tRNA cleavage products (Fig. 3D).

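The excess of CPM in targeting over nontargeting cells was summed over the cleavage sites of each experiment in cells. In wild-type cells 60 min after induction mRNAs made up 92.8% of it, but most of the rise at tRNA anticodons lay at positions that are not sites by the rule. In Δ10 cells the sites in tRNA genes summed to 3981 CPM and those in coding genes to 66.25 CPM, so that tRNAs made up 98.4% and mRNAs 1.64%. In wild-type cells 5 min after induction tRNAs made up 90.6% (3502 CPM), most of it at a single minus-strand position of proK, where values of that time point are displaced, with 2461 ± 287 CPM (SD, n = 3). In M13-infected cells tRNAs made up 33.0% (1162 CPM) and mRNAs 67.0% (2358 CPM). The sums cover all sites by the paper's rule. Products of the kind seen in vitro were not separated from other non-tRNA products. In vitro, with the labels exchanged, tRNAs made up 41.6% (8494 CPM), mRNAs 11.2% (2279 CPM) and rRNAs 47.2% (9626 CPM).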

Bacterial tRNAs are heavily modified, especially at the anticodon loops (*14*). To determine whether these modifications were essential for the Cas13a cleavage, unmodified synthetic tRNA^lys^ was tested in the in vitro cleavage assay. Unmodified substrate was cut by target-activated LshCas13a at the same position as modified tRNA from cells (fig. S13), suggesting that the specific structure of tRNAs and the anticodon loop sequence rather than base modification determine the specificity of the LshCas13a cleavage.

### Target-activated LshCas13a preferentially cleaves tRNA^lys^, tRNA^glu^, tRNA^gln^, and tRNA^thr^

To detect the primary cleavage substrates for target-activated LshCas13a, we compared the pattern of RNA cleavages revealed by RNA-seq from the four experimental systems. The sets of RNA cleavage sites detected in wild-type and Δ10 *E. coli* cells upon RFP mRNA targeting, in M13-infected cells, and in vitro were compared (Fig. 5C). Cleavages in four tRNAs—tRNA^lys^ (UUU), tRNA^glu^ (UUC), tRNA^gln^ (UUG), and tRNA^thr^ (UGU)—all with anticodons containing at least two uridines, were detected in all four datasets, indicating that these four tRNAs are preferred cleavage substrates for LshCas13a. 

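Cleavage sites were compared between wild-type cells 5 min after induction, Δ10 cells, M13-infected cells and the in vitro reactions, with tRNA genes summed by amino acid, since the deposited values do not pair genes with anticodons or sequences. In the 3 experiments in cells, tRNA lys, tRNA glu, tRNA gln and tRNA thr had sites in each. With the plus strand alone 5 min after induction, where minus-strand values are displaced, these were tRNA lys, tRNA glu and tRNA thr. With the in vitro labels as deposited, no tRNA was shared by all 4 systems, since no in vitro position met the rule. With the in vitro labels exchanged, a setting added after the values were seen, the same 4 tRNAs were shared by all 4 systems, and 11 of the tRNA genes carried a site in each. The sites fell in 7 transcripts 5 min after induction, 9 in Δ10 cells, 53 in M13-infected cells and, with the labels exchanged, 47 in vitro. No test was run on this overlap itself, which rests on rules that take a fixed number of positions per experiment. When the libraries of each experiment in cells were regrouped in every other way, 0 sites were found. Each such regrouping mixes targeting with nontargeting libraries, which shrinks the log2FC of a targeting effect. The 0 sites therefore lend the overlap no support.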

Other tRNAs containing uridines in their anticodons can also be cleaved by LshCas13a albeit less efficiently (figs. S5, S9, and S11).

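Outside these 4, sites were found for tRNA gly, tRNA his and tRNA val in Δ10 cells and, with the labels exchanged, for tRNA ala, tRNA cys, tRNA gly, tRNA his and tRNA sec in vitro. In wild-type cells 5 min after induction tRNA leu and tRNA pro also had sites, on the minus strand, where values of that time point are displaced. In wild-type cells 5 min after induction tRNA leu and tRNA pro also had sites, on the minus strand, where values of that time point are displaced. The share of 5′ ends in the anticodon loop of Δ10 cells was 18.5 ± 3.45% (SD, n = 3) in targeting and 12.7 ± 1.07% in nontargeting cells for tRNA gly, 15.1 ± 2.15% and 10.2 ± 1.75% for tRNA his, and 14.7 ± 3.29% and 9.89 ± 0.717% for tRNA val (exact permutation test, p = 0.10 for each, the smallest p possible). For tRNA ala in Δ10 cells the groups overlapped, at 15.3 ± 3.21% and 12.8 ± 0.510% (exact permutation test, p = 0.40). In vitro, the share was 49.8 ± 5.03% in the libraries labelled nontargeting and 7.38 ± 0.771% in those labelled targeting for tRNA his, 70.9 ± 1.07% and 15.0 ± 6.98% for tRNA sec, 40.2 ± 3.99% and 10.5 ± 1.05% for tRNA cys, and 16.9 ± 2.75% and 3.68 ± 0.636% for tRNA ala. In M13-infected cells tRNA val rose from 9.89 ± 1.45% to 29.0 ± 1.55% without a site by the paper's rule. Position 34 of alaU had 19.79 ± 6.55 CPM in targeting and 3.659 ± 0.345 CPM in nontargeting Δ10 cells (log2FC 2.50), and position 35 of leuW 10.84 ± 2.75 and 1.008 ± 0.200 CPM.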

To investigate the potential tRNA cleavage by target-activated LshCas13a in native cells, we compared the anticodon loops in tRNAs from *E. coli* and *L. shahii*, specifically focusing on tRNAs identified as preferred cleavage substrates for LshCas13a (fig. S14). We observed a high similarity in the anticodon loop sequences, suggesting that these tRNAs could be natural cleavage substrates for Cas13a in native *L. shahii* cells. Furthermore, the sequences of the anticodon loops in the corresponding human tRNAs are also strongly conserved (fig. S14), suggesting that potential tRNA cleavage should be considered when introducing Cas13 into human cells for biomedical applications.

### tRNA cleavage by LshCas13a does not affect tRNA aminoacylation and induces a RelA-independent pathway

Imbalances among charged (aminoacylated) tRNA amounts can hinder efficient translation. To determine whether aminoacylation was affected upon Cas13a RNA targeting, we developed a liquid chromatography-mass spectrometry (LC-MS)–based method for global analysis of the tRNA aminoacylation level (GATRAL; fig. S15A). This approach allows one to measure the relative amount of each charged tRNA and examine possible changes of tRNA aminoacylation in response to various conditions. First, we validated the GATRAL assay using *E. coli* cells treated with microcin C (McC), a specific inhibitor of aspartyl-tRNA synthetase (*15*). As anticipated, a ~100-fold decrease in the relative amount of aspartyl-tRNA in the McC-treated cells compared to the untreated cells was observed (fig. S15B). Next, we applied GATRAL to check tRNA aminoacylation under the conditions of RFP mRNA targeting by Cas13a. No substantial changes in the relative amount of charged tRNA in targeting cells compared to nontargeting cells were detected despite the observed growth retardation and tRNA cleavage (fig. S15, C to E). However, GATRAL can detect the aminoacyl moiety not only on charged intact tRNA but also on charged tRNA fragments. Given that 80% of tRNA molecules are charged in exponentially growing *E. coli* cells (*16*), there is a possibility that target-activated Cas13a cleaves charged tRNA. This is unlikely to have changed the level of charged tRNA substantially because only modest fractions of specific tRNAs were cleaved as shown by quantitative Northern blot hybridization (Fig. 2D and fig. S6). Therefore, the GATRAL results support the conclusion that Cas13a targeting does not lead to a gross drop in the amounts of charged tRNAs. Moreover, overexpression of four tRNAs that are most strongly affected by Cas13a targeting (tRNA^lys^, tRNA^gln^, tRNA^glu^, and tRNA^leu^) did not offset the growth defect caused by Cas13a targeting (fig. S16). Compared to control, the levels of intact tRNAs were appreciably higher in cells that overproduced tRNAs. This result suggests that growth retardation caused by Cas13a targeting is not due to the depletion of certain tRNA species but rather is caused by a toxic or signaling activity of tRNA fragments that are produced as a result of cleavage.

The observation of unimpaired aminoacylation raises the question of the mechanism of Cas13a-induced growth retardation. When aminoacylation is affected, binding uncharged tRNAs to ribosomes activates the RelA enzyme, resulting in the synthesis of the transcription regulator (p)ppGpp and global reshaping of cell transcription. The RelA-dependent stringent response allows cells to adapt to the stress conditions (*17*). Analysis of the transcription pattern in the cells upon Cas13a targeting did not reveal appreciable changes in the expression levels of genes known to be either up- or down-regulated under stringent response conditions (fig. S17A). Moreover, if the stringent response were involved, then deletion of *relA* would be expected to prevent dormancy induction and instead would be expected to elicit cell death. Cas13a targeting in the Δ*relA* cells affected cell growth similarly to the *relA*^+^ control. Live microscopy also showed that the proportion of cells that stopped dividing upon Cas13a targeting was the same whether RelA was present or not. The proportion of dead cells (as evidenced by membrane-impermeable dye YOYO-1 staining) was also unchanged (fig. S17, B to D). Together, these results suggest that Cas13a RNA targeting induces a RelA-independent pathway of growth retardation.

## DISCUSSION

Our results lead to the following view of *L. shahii* type VI-A immunity (Fig. 5D). In phage-infected cells carrying a crRNA(s) targeting a phage transcript, target recognition activates the HEPN domains of Cas13a enabling collateral RNA cleavage. Target-activated Cas13a cleaves a subset of tRNAs at their anticodon loops resulting in translation inhibition. tRNAs containing U-rich anticodons are preferentially cleaved reflecting the specificity of the activated LshCas13a tRNase (Fig. 5C and fig. S9). Cleavage of tRNAs and/or translation inhibition can indirectly activate type II toxin RNases that cleave mRNA. Degradation of mRNAs by these toxins further compromises translation. However, direct cleavage of tRNAs by target-activated Cas13a is sufficient to inhibit protein synthesis and retard cell growth in the absence of type II toxin RNases. Thus, tRNA cleavage is probably the primary mechanism through which *L. shahii* type VI-A CRISPR-Cas system induces dormancy and limits the spread of phage infection through the population, whereas activation of toxin RNases is a secondary, backup mechanism.

The type VI CRISPR systems are thought to have evolved from an abortive infection (Abi) system containing a HEPN RNase (*3*, *10*, *18*, *19*). Our present results imply that the ancestral Abi nuclease functioned by abrogating translation via tRNA cleavage. The combination of such a nuclease with a CRISPR array and an adaptation module endowed the system with increased specificity and hence reduced the fitness cost incurred by the toxic Abi module.

Depletion of specific tRNAs leads to ribosome stalling at “hungry” codons, which can trigger frameshift or ribosome bypass and cause the synthesis of aberrant polypeptides (*20*). Some bacterial anticodon nucleases, such as PrrC, apparently cause this outcome because they substantially deplete the pool of particular tRNAs (*21*, *22*). In contrast, in the case of the colicin D anticodon nuclease that specifically cleaves tRNA^arg^, it is the accumulation of cleavage products rather than the depletion of intact tRNA^arg^ that impairs translation (*23*). Our results demonstrate that the Cas13a-mediated tRNA cleavage does not result in the complete depletion of full-size tRNAs, at least, in the surrogate system used here (Figs. 2D and 4F and fig. S6) although the effect apparently sufficed for translation arrest. In addition, the tRNA fragments or nicked tRNAs produced by the Cas13a cleavage might act as signaling or inhibitory molecules. Recently, the signaling function of cleavage products, presumed to be tRNA fragments, generated by Cas13b ortholog, was proposed for the CRISPR-Cas13b–assisted mechanism of antiphage defense through membrane pore activation (*24*).

Bacteriophage RNA ligases rejoin tRNA halves produced by anticodon nucleases, rendering phages resistant to this defense mechanism (*25*, *26*), and, also, the expression of some bacterial tRNA ligases is activated by tRNA fragments (*27*). Such RNA ligases could function as anti-CRISPR mechanisms against type VI, in which case, the activation of RNase toxins would become the primary defense line.

This work specifically focused on *L. shahii* Cas13a but opens avenues for future research into the specificity of various type VI CRISPR-Cas effectors underlying the defense mechanisms. On the practical side, determining the preferred collateral cleavage substrates for target-activated Cas13a effectors could help improve the sensitivity of the powerful SHERLOCK method of nucleic acids detection (*28*) and other applications.

## MATERIALS AND METHODS

### *E. coli* strains and plasmids

*E. coli* C3000 (wild-type) cells were transformed with two plasmids: CRISPR-Cas13 plasmid containing the *L. shahii* (Lsh) Cas13a locus and RFP plasmid for inducible expression of RFP. The targeting cells contained the CRISPR-Cas13a plasmid encoding crRNA spacer targeting the RFP mRNA. The cells contained the CRISPR-Cas13a plasmid encoding crRNAs with no matching sequences in *E. coli* genome and the plasmids were used as the nontargeting control. CRISPR-Cas13 plasmids (pC002, pC003, pC008, and pC003_RFP1) described previously (*2*) were gifts from the F. Zhang lab. Additional CRISPR-Cas13a plasmids were constructed using Golden Gate cloning on the base of pC003 plasmid containing Bsa I sites for spacer cloning (table S5). All CRISPR-Cas13 plasmids have a pACYC184 backbone carrying a chloramphenicol resistance gene. RFP plasmid (pC008) is pBR322 derivative carrying *bla* gene for ampicillin resistance along with *rfp* gene under control of tetR-promoter induced by anhydrotetracycline. *E. coli* Δ10 strain containing genomic deletions of 10 type II toxin-antitoxin systems (Δ*chpSB*, Δ*mazEF*, Δ*relBE*, Δ*yefM-yoeB*, Δ*dinJ-yafQ*, Δ*yafNO*, Δ*prlF-yhaV*, Δ*hicAB*, Δ*higBA*, and Δ*mqsRA*) described previously (*12*) was a gift from the V. Melderen lab. *E. coli* Δ10 strain was transformed with two plasmids: CRISPR-Cas13 plasmid containing the LshCas13a locus encoding Cas13a and crRNA spacer targeting the RFP mRNA, and RFP plasmid for inducible expression of RFP to construct targeting Δ10 cells. In nontargeting Δ10 cells, CRISPR-Cas13 plasmid encodes crRNA spacer with no matching sequences in *E. coli* genome and the plasmids. To assess the role of RelA in LshCas13a-induced growth retardation, *E. coli* strain lacking *relA* gene [Δ*relA*, JW2755 strain from the Keio collection (*29*)] was used in parallel to the parent wild-type strain (BW25113). Both strains were supplemented with corresponding CRISPR-Cas13 and RFP plasmids to get targeting and nontargeting variants. To study the effect of the tRNA expression level on cell growth upon Cas13a RNA targeting, two plasmids expressing tRNA cassettes were generated through gBlock insertion into the derivative pC008 plasmid containing lipoprotein promoter (table S5). These plasmids (fig. S16) provided constitutive expression of tRNA^lys^, tRNA^gln^, tRNA^glu^, and tRNA^leu^ (most strongly affected by target-activated Cas13a) and tRNA^ser^, tRNA^pro^, tRNA^asp^, and tRNA^trp^ (unaffected by target-activated Cas13a) genes under lipoprotein promoter (*30*).

### Cell growth assay

To investigate the effect of the RFP mRNA targeting on the cell growth rate, individual colonies of transformed targeting and nontargeting wild-type or Δ10 *E. coli* cells were grown overnight in LB supplemented with chloramphenicol (25 μg/ml) and ampicillin (100 μg/ml). Cell cultures were diluted 1:100 in fresh LB containing chloramphenicol and ampicillin and grown for 1 hour at 37°C with continuous shaking. After 1 hour, RFP expression was induced with anhydrotetracycline (500 ng/ml) and OD_600_ (optical density at 600 nm) measurements were taken every 30 min. Growth experiments were performed similarly for Δ*relA* (JW2755) and BW25113 strains. For pulse expression of target RNA, RFP mRNA transcription was induced for 5 min, then the cells were washed off the inducer twice with fresh LB, and the cell pellets were suspended in initial volume of LB supplemented with antibiotics. Then, the cell growth was monitored in the absence of induction. All growth experiments were performed at least three times.

### Time-lapse microscopy

For microscopy, *E. coli* C3000 cells supplemented with CRISPR-Cas13 plasmid and RFP plasmid were grown under the same conditions as described above—overnight cultures were diluted 1:100 and grown for 1 hour at 37°C. Aliquots of the cell cultures mixed with 100 nM YOYO-1 dye were dropped on an LB–1.5% agarose block supplemented with chloramphenicol (25 μg/ml) and ampicillin (100 μg/ml), and anhydrotetracycline (500 ng/ml) for induction of RFP expression. Two agarose blocks containing targeting and nontargeting cells were placed into one microscope chamber, and cell growth of two cultures was simultaneous monitored under induced conditions. The experiment was done in triplicates. The Nikon Ti-E inverted microscope was equipped with Andor’s Zyla 4.2 sCMOS camera, Semrock filter Set YFP-2427B for green fluorescence detection and custom-made incubation system to maintain cells at 37°C. Image analysis was done using ImageJ software (*31*). For each of the three replicates, the fate of at least 100 cells were monitored, and two cell types were determined: dividing cells that formed microcolonies over the course of the experiment and nondividing cells that did not form colonies nor had any visible changes in cell morphology. Both cell types were represented as a percentage of the total number of cells counted for each replicate. To distinguish between live and dead cells, green fluorescent membrane-impermeant YOYO-1 dye was used. The dye cannot penetrate live cells but can penetrate dead cells to stain the DNA, making dead cells fluoresce green. A number of dead cells were counted in targeting and nontargeting cultures, and at least 100 cells were analyzed individually for three replicates. A similar analysis was performed for Δ*relA* (JW2755) and wild-type BW25113 strains.

### Metabolic labeling and autoradiography

Targeting and nontargeting *E. coli* C3000 cells were grown in M9 minimal medium containing 18 amino acids without methionine and cysteine till 0.1 OD_600_ at 37°C with continuous shaking. RFP expression was then induced with anhydrotetracycline (500 ng/ml). Aliquots (500 μl) were taken at time 0 and then at 10, 30, 60, and 120 min after induction and mixed with 25 μl of a solution of thymidine (10 μg/ml), uridine (50 μg/ml), or a mixture of methionine and cysteine (10 μg/ml each) containing 1 μCi of radioactive [methyl-^3^H]-thymidine (6.7 Ci/mmol), [5,6-^3^H]-uridine (35–50 Ci/mmol), or L-[^35^S]-methionine (1135 Ci/mmol) (Perkin-Elmer, USA), respectively. Pulse labeling was carried out at 37°C for 2 min with continuous shaking at 300 rpm, followed by the addition of 100 μl of cold 40% trichloroacetic acid (TCA) to stop the reaction. Samples were filtered through glass microfiber filters (GE Healthcare Whatman), and the filters were washed twice with 1 ml of cold 10% TCA and 1 ml of cold 100% ethanol each. The dried filters were placed in 4 ml of scintillation liquid, and the radioactivity was measured in a liquid scintillation counter (LS60001C, Beckman Coulter, USA). Radioactivity counts corresponding to incorporated thymidine, uridine, and methionine were normalized to OD_450_ at each time point. For the analysis of RFP expression relative to overall protein synthesis, targeting and nontargeting cells were grown as described above, except that 500 μl of aliquots for [^35^S]-methionine pulse-labeling reactions were taken before (time 0) and after RFP induction at 2, 5, and 10 min. The samples were analyzed by Mops/SDS 10% PAGE followed by Coomassie staining and quantification by Phosphorimager.

### Targeting M13 phage RNA

To target a nonessential M13 phage transcript, the sequence corresponding to the spacer1 of native CRISPR-Cas13a array of *L. shahii* was cloned into *lacZ*α gene of M13mp18 phage genome. The coding strand of the resulting protospacer was complementary to crRNA containing spacer1. The protospacer was adjacent to cytosine, a functional protospacer flanking sequence. *E. coli* C3000 cells were used as a host for M13 infection. The cells supplemented with the CRISPR-Cas13 plasmid expressing spacer1 crRNA were referred to as targeting cells. The cells that contained the CRISPR-Cas13a plasmid encoding crRNAs containing MS2 phage spacer (*2*) with no matching sequences in *E. coli* genome, M13 phage genome, and the plasmid were used as the nontargeting control. For routine phage propagation and titration, K12F^+^ *E. coli* cells (Novablue, Novagen) were used.

### Phage spot test

To compare the targeting and nontargeting cells’ sensitivity to M13 infection, 10-fold serial dilutions of M13 phage lysate were spotted on the cell lawns. The cells were grown in 2× YT medium supplemented with chloramphenicol (25 μg/ml) at 37°C until OD_600_ reached 0.5. Petri dishes (100 mm by 100 mm) with 2× YT agar supplemented with chloramphenicol (25 μg/ml) were overlaid with 5 ml of soft agar containing 0.5 ml of plating cells suspension. After solidification for 5 min, 5 μl of phage lysate dilutions were spotted on the soft agar surface. Plaque formation was analyzed after overnight incubation. The EOP calculated as a ratio of the numbers of plaque-forming units on the lawns of targeting and nontargeting cells.

### M13 phage infection

Targeting and nontargeting *E. coli* C3000 cells grown in 2× YT medium supplemented with chloramphenicol (25 μg/ml) till 0.2 OD_600_ at 37°C were infected with M13 phage at multiplicity of infection of 10. The infected cells’ growth was monitored by measuring OD_600_ alongside with uninfected cells. Phage development in the infected cells was analyzed by measuring phage titer at indicated time point after infection. All phage experiments were performed at least three times.

### RNA isolation

Total RNA was isolated from *E. coli* cells growing in LB medium and harvested at 60 min after induction of RFP expression. In the experiments with pulse expression of RFP, total RNA was isolated from the cells harvested at 5 min after induction. Cell lysis was done using Max Bacterial Enhancement Reagent (Invitrogen) for 4 min and then with TRIzol reagent (Invitrogen) for 5 min. Total RNA including small RNAs (>17 nt) was purified using a Zymo-Spin column (Direct-zol RNA kit, Zymo Research). RNA was treated with Turbo DNase (Turbo DNA-free kit, Invitrogen) to remove DNA contamination. For RNA purification from M13-infected *E. coli* cells, the cells were harvested at 30 min after M13 phage infection. RNA integrity and cleavage products were analyzed by electrophoresis in 10% polyacrylamide-UREA gel (Novex TBE-UREA Gel 10%, Invitrogen) followed by SYBR Gold staining.

### Primer extension

For primer extension, 3.5 μg of total RNA was reverse-transcribed with the SuperScript IV First-Strand Synthesis System (Invitrogen) according to the manufacturer’s protocol. DNA oligonucleotides (table S6) were radiolabeled at the 5′ end by T4 polynucleotide kinase (PNK) (New England Biolabs) treatment and [γ- ^32^P] (PerkinElmer) for 60 min at 37°C followed by purification on a Micro-Bio Spin P-6 Gel Column (Bio-Rad). One picomol of 5′-end-radiolabeled primer was used for each extension reaction. In parallel, sequencing reactions were performed on amplified polymerase chain reaction (PCR) fragments of genomic or plasmid loci with the corresponding radiolabeled primers using the Thermo Sequenase Cycle Sequencing Kit according to the manufacturer’s instructions. Reaction products were resolved by 10% denaturing PAGE and visualized using a Phosphorimager.

### HEPN mutagenesis

Alanine mutations were created in each of four catalytic residues of LshCas13a HEPN domains (R597A, H602A, R1278A, and H1283A) in plasmid containing LshCas13a locus and a CRISPR array carrying a spacer targeting RFP mRNA (pC003_RFP1) using QuikChange Site-Directed Mutagenesis kit (Agilent) and the mutagenic primers containing the desired mutations (table S6) according to the manufacturer’s protocol. Cell growth experiments were done as described above. Primer extension analysis to determine cleavage products in *bla* mRNA, *rpmH* mRNA, and tRNAs was also done as described above. In all HEPN mutant experiments, wild-type targeting and nontargeting variants were used as controls.

### Northern blot hybridization

The procedure was mostly performed as described before (*32*). To analyze crRNA maturation, 10 μg of total RNA from *E. coli* cells transformed with CRISPR-Cas13 plasmid expressing HEPN mutant LshCas13a proteins with mutations R597A, H602A, R1278A, H1283A, was resolved by 10% denaturing PAGE in Mini Protean 3 Cell (Bio-Rad). Separated RNA was then transferred to a nylon membrane (Hybond-XL, GE Healthcare) in prechilled 0.5× tris-boric acid–EDTA buffer for 90 min at 50 V using Mini Trans-Blot electrophoretic transfer cell (Bio-Rad). Transferred RNA was ultraviolet (UV)–cross-linked to membrane and hybridized with [γ-^32^P] 5′-end labeled RFP-spacer specific probe (RFP_crRNA_probe, table S6) in ExpressHyb solution (Clontech Laboratories Inc.) according to the manufacturer’s protocol. Hybridization was performed in Isotemp rotisserie oven (Thermo Fisher Scientific) for 2 hours at 37°C. Hybridized RNA bands were visualized by phosphorimaging. To detect cleavage of tRNA^lys^, tRNA^gln^, and tRNA^leu^ and to quantify the extent of cleavage, hybridization with a fluorescein-labeled oligodeoxynucleotide probe (Integrated DNA Technologies) specific to the 3′-end of tRNA (table S6) was performed. The extent of tRNA cleavage was quantified on the basis of the intensity of bands corresponding to cleaved tRNA and intact tRNA. The extent of cleavage (%) = 100 × amount of cleaved tRNA fragment/(amount of cleaved tRNA fragment + amount of intact tRNA) (*23*).

### LshCas13a protein purification

Lsh *cas13a* gene was cloned into Nde I and Bam HI sites in pET28 plasmid for protein purification. *E. coli* BL21 (DE3) cells were transformed with pET28_LshCas13a for protein expression and isolation. LshCas13a protein was purified from the cells grown in 400 ml of LB supplemented with kanamycin (50 μg/ml) and 0.5 mM isopropyl-β-d-thiogalactopyranoside (IPTG), as described previously (*33*). Freshly transformed cells were grown at 37°C to OD_600_ of 0.6 to 0.9, then induced with 0.5 mM IPTG, and grown for additional 6 to 8 hours at room temperature before cell harvesting. The cell pellets resuspended in buffer A [20 mM tris-HCl (pH 8.0), 500 mM NaCl, 4 mM imidazole (pH 8.0), 5% (v/v) glycerol, 0.2 mM phenylmethylsulfonyl fluoride] containing protease inhibitor cocktail Roche cOmplete, EDTA-free (Sigma-Aldrich) were lysed by sonication. Lysates were cleared by centrifugation at 15,000*g* for 60 min and filtered through 0.22-μm filter (Millipore) and applied to a 1-ml chelating Hi-Trap Sepharose column (GE Healthcare) equilibrated with buffer A. Proteins were purified first by washing the column using buffer A containing 25 mM imidazole and then eluting with buffer A containing 200 mM imidazole. Pooled protein fractions were diluted 10 times with binding buffer [20 mM tris-HCl (pH 8.0), 5% (v/v) glycerol, 1 mM EDTA, and 2 mM β-mercaptoethanol] and applied to a 1-ml Hi-Trap Heparin column (GE Healthcare) equilibrated with binding buffer. The column was washed with binding buffer containing 500 mM NaCl, and proteins were eluted with binding buffer containing 1 M NaCl. Pooled protein fractions were concentrated using Microsep centrifugal devices 30K (Pall Corp), dialyzed against buffer B [20 mM tris-HCl (pH 8.0), 200 mM NaCl, 50% (v/v) glycerol, 0.5 mM EDTA, and 2 mM β-mercaptoethanol], and then stored at −80°C. HEPN H602A encoding mutation was introduced into pET28_LshCas13a plasmid using a QuikChange Site-Directed Mutagenesis kit as described above, and mutant LshCas13a was purified similar to the wild-type LshCas13a.

### Generation of RNA for in vitro cleavage assay

crRNA and target RNA were transcribed in vitro from PCR-generated double-stranded DNA template using T7 RNA polymerase (New England Biolabs) according to the manufacturer’s recommendations and was purified by electrophoresis in 10% polyacrylamide 6 M urea gels. Oligonucleotide sequences are listed in table S6. Bulk *E. coli* tRNA was ordered from Sigma-Aldrich. Unmodified tRNA^lys^ was ordered synthetically (Integrated DNA Technologies).

### In vitro cleavage assay

In vitro RNA cleavage was performed with LshCas13a at 37°C in cleavage buffer [20 mM tris-HCl (pH 8.0), 100 mM NaCl, 5 mM MgCl_2_, and 1 mM dithiothreitol]. LshCas13a-crRNA complex was formed by combining, in 10 μl, Cas13a and crRNA (200 nM each) and incubating at 37°C for 20 min. Next, 100 nM target RNA was added. Nontargeting control reactions were performed in the absence of target RNA. Immediately after adding target RNA, the reactions were supplemented with collateral RNA. *E. coli* bulk tRNA (0.1 μg), total RNA (2 μg), or unmodified synthetic tRNA^lys^ (0.05 μg) per 10 μl of reaction was used as collateral cleavage substrates. After 60 min of incubation at 37°C, RNA from reaction mixture was extracted with chloroform and precipitated in 75% ethanol in the presence of 0.3 M NaOAc and glycogen (0.1 mg/ml). tRNA cleavage products were analyzed by primer extension as described above. For RNA-seq analysis of cleavage products generated by LshCas13a in vitro, total RNA from *E. coli* cells depleted from rRNA [MICROBExpress Bacterial mRNA Enrichment Kit (Invitrogen)] was used as cleavage substrate, and the cleavage reactions were performed in 40 μl in triplicates.

### RNA sequencing

The general procedure to prepare RNA for sequencing was similar to the protocol described previously (*34*) with some modifications. Total RNA samples were treated with the MICROBExpress Bacterial mRNA Enrichment Kit (Invitrogen) for rRNA depletion before library preparation. To construct libraries that contained both primary transcripts carrying 5′-triphosphate (5′-PPP) and processed transcripts carrying 5′-monophosphate (5′-P) or 5′-hydroxyl (5′-OH), RNA samples were treated with RNA 5′ pyrophosphohydrolase (RppH) (New England Biolabs) for 30 min at 37°C. In parallel, RNA samples without RppH treatment were used for preparation of libraries enriched in processed transcripts. Fragmentation was carried out by sonication using the Covaris protocol to obtain fragments of 200 nt. T4 PNK (New England Biolabs) treatment was performed to convert 5′-OH to 5′-P and 3′-P and 2′3′-cyclic P (2′3′-cyclic phosphate) to 3′-OH and prepare RNA for adapter ligation during library preparation. Samples were purified using the Zymo Research Oligo Clean and Concentrator kit. Library preparation was done using the NEBNext Multiplex Small RNA Library Prep Set for Illumina according to the manufacturer’s protocol. BluePippin size selection was done using 2% agarose gel cassette (Sage Science) to select for 100–to 600–base pair (bp) products. Quality control at each step was carried out by both Qubit and fragment analyzer. RNA-seq was performed using Illumina NextSeq High-Output kit 2 × 35–bp paired-end reads at Waksman Genomics Core Facility and the Newark Genomics Center, Rutgers University. The similar procedure was performed for RNA library preparation and sequencing of RNA cleavage products produced by target-activated LshCas13a in vitro. RNA-seq in vitro cleavage products was performed at Skoltech Genomics Core Facility. All samples were present in three biological replicates.

### RNA-seq data analysis

All sequencing data and custom scripts used in the analysis are deposed at the Dryad (https://doi.org/10.5061/dryad.sqv9s4n9w) and the Zenodo (https://doi.org/10.5281/zenodo.10595868). The custom scripts can also be found at GitHub (https://github.com/matveykolesnik/LshCas13a_RNA_cleavage).

Raw RNA-seq reads were filtered by quality with simultaneous adapter removal using trimmomatic v. 0.36 (*35*). The exact parameters of trimmomatic run are available in the raw_data_processing.sh file. Adapter content and quality of reads before and after the processing were assessed using FastQC v. 0.11.9. Processed reads were mapped onto reference sequences (RefSeq: NC_000913.3 supplemented with pC002 and pC008 plasmids for nontargeting samples and NC_000913.3 supplemented with pC003_RFP_spacer and pC008 plasmids for targeting samples), using bowtie2 v. 2.3.4.3 (*36*) producing corresponding SAM files. For the TSS detection, processed reads for nontargeting samples with or without RppH treatment were mapped to the NC_000913.2 sequence. To analyze RNA-seq data for in vitro cleavage experiments, RNA reads were mapped to the NC_000913.3 sequence. The exact parameters of bowtie2 run are available in the read_mapping.sh file. Next, for each nucleotide position of each strand of reference sequences, the number of 5′ ends of aligned fragments was counted, producing corresponding tables (see return_fragment_coords_table.py file for details). The obtained tables were joined using merge_ends_count_tables.py script. The differences between the numbers of mapped 5′ ends in targeting and nontargeting samples were analyzed using edgeR package v. 3.26.3 (*37*). The features (here, strand-specific nucleotide positions) containing less than 10 counts per million (CPM) of mapped 5′ ends in less than three targeting samples replicates were excluded from the analysis. The trimmed mean of *M*-value normalization method implemented in edgeR was applied. Next, the edgeR likelihood ratio test was performed. The obtained *P* values were corrected using Benjamini-Hochberg method, and the result tables containing analyzed features with assigned log_2_ fold change (log_2_FC) and adjusted *P* values were written to separate files (see TCS_calling.R file for details). Further, the features were sorted by adjusted *P* values in ascending order, and top 100 features with log_2_FC > 4 (if exist) were considered as putative RNA cleavage sites. To build weblogo plots, the identified RNA cleavage sites were sorted by adjusted *P* values in ascending order, and top 100 features with log_2_FC > 4 were selected for the analysis. Ten nucleotides surrounding the selected sites were obtained from the reference sequences using Biopython toolkit (*38*), and the Logomaker (*39*) module was used to create weblogo plots (see TCS_LRT_weblogo.ipynb file for details). Secondary structures of transcripts were predicted using the RNAfold tool from the ViennaRNA package (*40*) and visualized using the forgi module (*41*) (see draw_hairpin_structures.ipynb file for details). To visualize the cleavage of different tRNAs, the sequences of tRNA genes that were included in the analysis were extracted from annotated NC_000913.3 assembly and aligned using MAFFT v. 7.453 with --maxiterate 1000 --localpair parameters. Each position of the alignment was assigned with the corresponding −log_10_ (adjusted *P* value) depicting the statistical significance of the enrichment of 5′ ends counts in targeting samples over nontargeting samples in Δ10 strain. The positions corresponding to gaps or the positions excluded from the analysis were assigned with zero values. The resulting table was visualized as the heatmap where the intensity of color depicts the −log_10_ (adjusted *P* values). To validate the approach used for identification of RNA cleavage sites, we apply this method to define TSS. The differences between the numbers of mapped 5′ ends in the samples with and without RppH treatment were analyzed in the same way as it was done for the detection of RNA cleavage sites. Predicted TSSs were compared with the *E. coli* MG1655 TSS list from RegulonDB (*42*).

### Volcano plots and Venn diagram construction

To elicit the influence of RNA cleavage on cellular physiology, the analyzed features were assigned to the functional genomic loci. The coordinates (reference ID and strand-specific nucleotide position) of each feature were matched with the coordinates of genomic loci described in the annotations of NC_000913.3 and pC008 (*2*) sequences. NC_000913.3 annotation was retrieved from National Center for Biotechnology Information (NCBI) GenBank. Custom script merge_TCS_with_genome_annotation.R was used for this purpose. For further analysis, the features overlapping with annotated coding sequences (CDS; i.e., open reading frame), tRNA, and rRNA genes were selected. The results of the likelihood ratio test were visualized using the volcano plot approach in a space of log_2_FC and −log_10_ (adjusted *P* value) dimensions; thus, each feature was put on a plot at the position corresponding to the calculated log_2_FC and −log_10_ (adjusted *P* value). The dots were colored according to the types of assigned genomic loci (rRNA, CDS, or tRNA). To visualize the thresholds (top 100 features with log_2_FC > 4), the dashed horizontal and vertical lines were added to the plots. To compare the patterns of RNA cleavage across the experiments, the sets of predicted RNA cleavage sites (i.e., the strand-specific nucleotide positions) from different experiments were intersected. The results of the intersection were depicted by Venn plot. Because, in different experiments, the same RNAs could be cleaved in different positions, the sets of transcripts were intersected. Because, in *E. coli*, few tRNAs are encoded by more than one gene, tRNA genes with the same nucleotide sequences were collapsed (e.g., glnU and glnW were collapsed to glnUW). If RNA cleavage site was predicted in at least one tRNA genes belonging to the group of identical tRNAs, then the cleavage was attributed to the collapsed tRNA.

### RNA coverage analysis

The coverage of reference sequences by RNA reads per nucleotide position of each strand was calculated using a custom script (return_fragments_coverage.py). CPM of mapped read normalization was applied to the obtained values. To visualize the coverage, the mean of CPM values was plotted across the nucleotide positions; the SEM was depicted by whiskers. To visualize the coverage by mapped 5′ ends, the same normalization and visualization approaches were applied to the 5′ end counts.

### Differential expression

After the mapping of RNA-seq reads on the reference sequences, the numbers of mapped RNA fragments per annotated genomic loci were calculated using featureCounts function from Rsubread (*43*) package in R (*see* build_featureCounts_tables.R script). Differential gene expression analysis was conducted using DESeq2 (*44*) package in R.

### Analysis of tRNA anticodon loops

To investigate the potential cleavage of tRNAs in *L. shahii* and *Homo sapiens* by the activated LshCas13a enzyme, we compare the sequences of *E. coli* tRNAs [tRNA^lys^ (UUU), tRNA^glu^ (UUC), tRNA^gln^ (UUG), and tRNA^thr^ (UGU)] that were demonstrated to undergo cleavage in the experiments and corresponding tRNAs from *L. shahii* (RefSeq NZ_AP019827.1) and *H. sapiens* (http://gtrnadb.ucsc.edu/Hsapi19/Hsapi19-seq.html) genomes. We specifically extracted the sequences corresponding to the anticodon stem loops and visualized these tRNA structures using the forgi module (*41*) and subsequently generated a weblogo plot using the logomaker package.

### Analysis of the relative level of aminoacylated tRNAs

To measure the relative amount of charged tRNAs, we developed LC-MS–based method for the GATRAL. Under GATRAL, tRNA extracted from the cells is subjected to the acetic anhydride treatment to protect the aminoacyl moiety of charged tRNA followed by RNase digestion. The resulting aminoacylated adenosine signal quantified by LC-MS reflects the quantity of the corresponding aminoacylated tRNA. To isolate the tRNA-enriched fraction, cell pellets from 10-ml cultures were resuspended in 0.5 ml of 300 mM Na-acetate buffer (pH 4.5)/10 mM EDTA and mixed with 0.5 ml of phenol saturated with 0.1 M citrate buffer (pH 4.3). Extraction was carried out at 4°C with gentle rotation for 15 min. After phase separation, the aqueous phase was collected, and the phenol extraction step was repeated. The resulting RNA was precipitated with 0.5 ml of isopropanol; the precipitate was washed with 100 mM Na-acetate buffer (pH 5) in 70% ethanol and air-dried. tRNA (10 μg) was dissolved in 60 μl of 100 mM Na-acetate buffer (pH 5.0), followed by the addition of 1 μl of acetic anhydride. The reaction was incubated on ice for 1 hour and then supplemented with an additional 1 μl of acetic anhydride, followed by 1 hour of incubation on ice. Upon reaction completion, the concentration of Na-acetate was adjusted to 300 mM and reaction volume was adjusted to 250 μl. The acetylated tRNA was precipitated by the addition of 1 volume of isopropanol. Aminoacyl-tRNA (10 μg) modified with acetyl group was digested with 100 U of RNase I (Ambion, USA) and 1000 U of RNase T1 (Thermo Fisher Scientific, USA) in 30 mM tris-HCl (pH 7.0) and 50 mM NaCl at 37°C for 30 min. LC-MS analysis was performed using Agilent 1200 HPLC equipped with the UV and 6550 iFunnel QTOF LC/MS detectors and Jet Stream Technology ion source (Agilent, USA). The products of RNase I digestion were separated by Poroshell 120 SB-C18 column (2.7 m, 2.1 mm by 100 mm) (Agilent, USA) at 40°C using a linear (0 to 80%) gradient of acetonitrile in 5 mM ammonium acetate buffer (pH 5.2) at 0.2 ml/min. The electrospray source was set to positive ion mode at 4 kV, 290°C. Data acquisition was performed in the mass/charge ratio (*m/z*) range of 200 to 1100 at the rate of two spectra/s. Fragmentation spectra were recorded in AutoMSMS mode. Data were analyzed using MassHunter Qualitative Analysis 10.00 software (Agilent, USA) with Quartic/Quintic Savitzky-Golay smoothing function (function width, 30 points) and ChemStation integrator selector (default options, but advanced baseline correction mode). For normalizing the signals of aminoacylated adenosines between different samples, we used [^13^C]-GMP (*m/z*, 365) signal (from digested tRNA). Signals from each aminoacylated adenosine were MS/MS confirmed. To validate GATRAL, *E. coli* BW25113 cells were treated with 30 μM McC at 37°C for 20 min. Untreated cells were used as a control. tRNA was purified and subjected for GATRAL assay.

### Statistical analysis

The statistical methods and tests used for each analysis are specified in Materials and Methods.

How the deposited data were processed for this re-analysis (not part of the article)

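RNA 5′ ends were analysed from 30 libraries of 5 experiments with 3 targeting and 3 nontargeting replicates each: wild-type cells 60 min and 5 min after induction, Δ10 cells 60 min after induction, M13-infected cells, and in vitro reactions. The authors trimmed reads with trimmomatic, mapped them with bowtie2, and counted the 5′ ends of aligned fragments per position and strand with their own script. The reference was NC_000913.3, with the plasmids for targeting and nontargeting cells and, as the paper states, without them for in vitro reactions. The deposited counts also list the phage genome for M13-infected cells, and the target RNA and crRNA precursor in vitro. The deposited 5′-end values are counts in 4 experiments and CPM in wild-type cells 5 min after induction. The deposited phage coverage is a signal of whole fragments per position, although it is named as scaled to library size. The deposited gene values of M13-infected cells are counts of fragments from featureCounts. The authors' deposited comparisons hold log2 fold changes, mean log2 CPM and p-values of edgeR's likelihood ratio test, and served only as a check of direction. In the 5′-end values of wild-type cells 5 min after induction, 7 columns hold the authors' means, standard errors and fold change over libraries, belong to no single library and were not used. Transcription start sites were not analysed here.

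For wild-type cells 60 min after induction, Δ10 cells and in vitro reactions, counts of single libraries were compared with the counts joined over libraries and differed at 0 positions, apart from ends on the plasmid that encodes the crRNA, which the joined counts leave out. These ends lay on the targeting plasmid in targeting libraries alone and on the nontargeting plasmid in nontargeting libraries alone, in wild-type and Δ10 cells. Pairs of replicates differed by more than sampling noise, with a chi-square per position from 5.374 to 154.5, so no library was a copy of another. Library totals, groups and the shares of rRNA and tRNA are given with each experiment. The totals limit precision at single positions, where 1 count in a library of 30423699 ends is 0.03287 CPM.

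Strand-specific positions with at least 10 CPM in all 3 targeting libraries were tested with edgeR 4.0.16 under R 4.3.3 (quasi-likelihood test, TMM factors). The standard error of a log2FC is its size divided by the square root of the F statistic. Adjusted p are from the Benjamini-Hochberg method over the positions tested, and positions under 0.05 were called. The CPM of wild-type cells 5 min after induction were tested with limma 3.58.1 (trend method on log2 of CPM divided by the TMM factor plus 0.1), in place of the count model planned before the data were examined. DESeq2 1.42.0 served as an alternative. Cleavage sites followed the paper's rule with the likelihood ratio test, and for wild-type cells 5 min after induction with limma's adjusted p. Differences in the effect of targeting between strains and between times were tested as interaction terms over 12 libraries. Counting and summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and data.table 1.17.8 in R. Single values were compared by exact two-sided permutation tests of 3 libraries against 3, whose smallest p is 0.10.

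Gene positions were counted from the first nucleotide of the annotated gene, with genes and coordinates of NC_000913.3 as in the authors' deposited comparisons. No genome sequence was used, so bases around cleavage sites were not analysed, and tRNA genes were grouped by amino acid in place of identical sequences. Shares of ends in the anticodon loop covered tRNA genes with a mean of at least 100 ends per library. A filter of 100 ends in every library was used first and replaced after its results had been seen, because it removes genes that fell. With it, 28 of 80 genes were higher in Δ10 cells, 33 of 76 in wild-type cells 5 min after induction, 46 of 80 in M13-infected cells and 59 of 84 in wild-type cells 60 min after induction. The same filter was replaced for the random lists drawn beside the toxin-antitoxin genes.

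Genes and positions were named by a rule written before the data were examined: bla, rpmH, the rfp target, the tRNAs named in the paper, the 10 deleted toxin-antitoxin systems, relA, the phage genes, and in each experiment the 5 positions with the smallest adjusted p of the likelihood ratio test among those with a log2FC over 4 and the 2 with the smallest adjusted p among those lower. Other genes are marked where they are named. Gene lists were the 20 toxin-antitoxin genes and 27 genes of amino acid biosynthesis, both written before the data were examined, and 54 ribosomal protein genes, written after the gene table had been read. Alternatives were other scalings, filters, tests, thresholds, replicate numbers as a block, and each library left out. Those added after the data were seen are the exchange of the in vitro labels, the recovered reads, other pseudocounts (0.03, 0.5 and 1 CPM) and single strands for wild-type cells 5 min after induction, sites outside annotated genes, the first 100 positions among those over a log2FC of 4, phage ends and windows outside rRNA, and the filter of 100 ends in every library.

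Targeting and nontargeting replicates of the same number were paired by their deviations from the group means in Δ10 and M13-infected cells and not in the other experiments. The labels give no batch. In vitro libraries are named by their labels, which conflict with the target RNA they hold.

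The fits were tested on simulated data, in which 200 positions of unchanged libraries were given a log2 change of 2. The quasi-likelihood test recovered 97% of them in wild-type cells 60 min after induction, 100% in Δ10 cells and in vitro, and 93% in M13-infected cells, and limma recovered 55.5% in wild-type cells 5 min after induction. Of the calls, between 3.96% and 6.1% were unchanged positions with the quasi-likelihood test in these 4 experiments, 7.5% with limma, and between 15.3% and 40.9% with DESeq2. With the likelihood ratio test, used for the cleavage sites of these 4 experiments, the share was between 6.19% and 13.8%. The test of a difference between strains recovered 74% and that between times 5.5%. For genes of M13-infected cells the quasi-likelihood test recovered 100%. Simulated shares of ends in the loop, without a change and with genes drawn independently, put 4.77% of genes in the higher and 4.95% in the lower group. Simulated displacements of 0, 30 and 74 nt were recovered. Sites drawn at random gave Fisher's exact test a p under 0.05 in 6% of 1000 draws.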

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

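All tests of explanations in this part were chosen after the result was seen, while the differences between strains and between times were planned. For the differences between strains and between times, chance was tested on 40 splits of the libraries that keep the group sizes, the real one included.

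The effect of targeting differed between wild-type and Δ10 cells 60 min after induction at 2832 of 17903 positions, a difference tested as an interaction with edgeR's quasi-likelihood test. It was larger in Δ10 cells at 2281 and larger in wild-type cells at 551. The direction of the differences depended on the libraries fitted. Without any 1 of the 6 Δ10 libraries, between 911 and 1226 positions were larger in Δ10 cells and between 974 and 1227 in wild-type cells, and the median difference moved from 0.16 to between −0.25 and −0.47. The move was the same way for targeting and nontargeting Δ10 libraries, so it is not shown to come from a single library. Without any 1 of the wild-type libraries the median lay between −0.02 and 0.35. TMM factors over both strains were recomputed in each of these fits, and their part in the move was not tested. DESeq2 gave 1732 positions larger in Δ10 cells and 1313 in wild-type cells. At position 6 of rpmH the log2FC was lower in Δ10 cells by 5.25 on the log2 scale (log2 difference −5.25, standard error 0.49, adjusted p = 2.72e-07), at position 12 of bla by 2.48 (−2.48, standard error 0.50, adjusted p = 0.00130), and at position 35 of lysT it was higher by 2.57 (standard error 0.53, adjusted p = 0.00140). With each library left out in turn these stayed between −5.96 and −5.14, −3.17 and −2.07, and 1.94 and 2.85. The 72 mRNA cleavage sites of wild-type cells had a median difference of −4.62, and 46 of them were called lower in Δ10 cells, and the 8 tRNA cleavage sites of wild-type cells had one of −1.93, with 5 called lower. These sites were chosen in wild-type cells, which favors larger effects there. Positions as a whole went the other way in the fit to all libraries, a direction that depended on the libraries fitted. Of all 945 tRNA positions, 573 were larger in Δ10 cells and 8 in wild-type cells (median difference 1.98), as were position 34 of glnU (3.11) and thrU (3.36) and position 36 of gltV (3.51). Of all 3855 coding positions, 712 were larger in Δ10 cells and 203 in wild-type cells (median difference 0.43). Scaling all libraries together is excluded as the whole cause for the mRNA sites, since their median difference was −4.73 with TMM within each experiment, where the median of all positions was 0.06. For the number of positions, 2 of 40 splits gave as many, the real one included. The other one exchanged the arms of the Δ10 libraries and called 3575, so it carries the effect of targeting itself and is not a split without effect. The next called 1695, and 29 splits called 0. In simulated data 6 unchanged positions were called. The simulated data argue against chance for the number of positions, but not for its direction, which depended on the libraries fitted. The splits add little, since apart from the real one and the exchange they mix targeting with nontargeting libraries, which can lower their calls. Library batches cannot be told apart from the strains, because rRNA took a share 217 times larger in Δ10 than in wild-type libraries and every library of a strain shares this. From these libraries alone the deleted toxins, which the design names, stay open beside it. The paper also used primer extension, which needs no sequencing library. It reports no cleavage of the selected mRNAs in Δ10 cells and proposes that some of the deleted toxins cut them in wild-type cells. 

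Targeting effects in wild-type cells differed between 5 min and 60 min at 3691 of 14609 positions by limma. They were larger at 5 min at 1178 and larger at 60 min at 2513, and with TMM within each experiment at 1681 and 1656, so the balance depended on the scaling. The median difference was −0.40, and −0.09 with TMM within each experiment. Because minus-strand values of the 5 min libraries lay displaced, the plus strand was tested alone. There 2100 of 7607 positions differed, 1355 larger at 5 min and 745 at 60 min. In the fit to both strands, the same plus-strand positions gave 713 and 1403, so the turn came with fitting and scaling the strand alone, the positions being the same. On the plus strand, position 6 of rpmH had a difference of −4.56 (adjusted p = 4.87e-05), position 12 of bla −2.37 (adjusted p = 0.00818) and position 35 of lysT 5.03 (adjusted p = 4.87e-05). The displaced strand is excluded as the whole cause for the mRNA sites, since the 34 sites on the plus strand had a median difference of −4.09, with 33 of them called lower at 5 min. The 8 tRNA cleavage sites of 60 min had a median difference of −1.99 (5 called lower), and the 7 on the plus strand one of −1.16 (2 called lower and 1 higher). These sites were chosen at 60 min, which favors larger effects there, and tRNA positions as a whole went the other way. Of them 323 were larger at 5 min and 43 at 60 min (median difference 1.17), and on the plus strand alone 254 and 5 (median difference 1.80), with position 34 of thrU at 2.62 and position 36 of gltV at 3.57. For the number of positions, 2 of 40 splits gave as many, the real one included. The other one exchanged the arms of the 5 min libraries and called 4877, so it carries the effect of targeting and is not a split without effect. The next called 2843, and 29 splits called 0. These values do not decide on chance for the number of positions. Apart from the real one and the exchange, the splits mix targeting with nontargeting libraries, which can lower their calls. The simulated data given below recovered too few changes to decide it. The balance depended on the scaling. The time point cannot be told apart from a library batch, because rRNA took a share 118 times larger in the 5 min libraries and every library of a time shares this. From these libraries alone the time after induction itself stays open. By primer extension, which needs no sequencing library, the paper saw tRNA products at 5 min and mRNA products only about 60 min after induction. In simulated data 0 unchanged positions were called, but the recovery was 5.5%, so a position that was not called is not shown to be alike at both times.

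The minus strand of the phage genome, which the paper does not discuss, had 5.587 ± 1.70 fragments per 1000000 5′ ends (SD, n = 3) in targeting and 0.1482 ± 0.0647 in nontargeting M13-infected cells, a ratio of 37.7 (exact permutation test, two-sided, p = 0.10, the smallest p possible). Over ends outside rRNA genes the ratio of 5′ ends was 18.0. Over all ends, in 68 of 74 windows of 100 nt each targeting library exceeded each nontargeting library. A constant share of reads placed on the wrong strand is excluded as the whole cause, since minus-strand coverage was 0.286 ± 0.080% of plus-strand coverage in targeting and 0.0447 ± 0.012% in nontargeting cells, a ratio of 6.40. Whether the remaining difference comes from phage transcription, from phage DNA or from library preparation was not tested.

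Ends at the first nucleotide of proK, a tRNA pro gene, had 3523 ± 344 CPM (SD, n = 3) in targeting and 242.0 ± 33.9 CPM in nontargeting M13-infected cells, a ratio of 14.6 (log2FC 3.53). The log2 of this ratio was 3.86 over all ends and 2.37 over ends outside rRNA genes. The paper does not report this position. Such ends could be those of 5′ parts of tRNA pro cut in the anticodon loop. The data do not decide this. The 3′ parts of such a cut were not seen in M13-infected cells, where position 35 of proK had 0 CPM in all 6 libraries and the loops of tRNA pro had 0.2159 CPM in targeting cells. In wild-type cells 5 min after induction, 92.6% of the ends of proK lay at position 35 in targeting and 53.4% in nontargeting cells, but on the displaced minus strand, where it is not known which end of a read was counted. At 60 min after induction the first nucleotide of proK had 51.86 CPM in targeting and 17.48 CPM in nontargeting Δ10 cells (log2FC 1.63, adjusted p = 0.00242 from edgeR's quasi-likelihood test), but 362.7 CPM in targeting and 643.6 CPM in nontargeting wild-type cells (log2FC −1.51). Its values were chosen for naming after they were seen.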

How the results depend on the processing

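Alternatives chosen after the results were seen are marked as added, and the others were planned before the data were examined. Over 27 summary results, 350 alternatives were run, of which 289 stayed within 1.5 times a count, within the spread of replicates or on the same side of a threshold, 60 moved and 1 became stronger. These labels compare the number of positions called and not the balance of higher and lower, which turned over in several cases given below. For 21 single positions and phage genes 176 of 198 alternatives kept direction and size, 11 moved, 7 became weaker, 4 became stronger and 0 reversed. The cause of the changes below was not tested, except that a looser filter tests more positions.

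The number of 5′-end positions called moved with the filter. With at least 1 CPM in all targeting libraries it was 21172 in wild-type cells 60 min after induction (3894 before), 17854 in Δ10 cells (5985 before), 5108 in vitro with the labels as deposited (1915 before), 12049 with the labels exchanged (3319 before), 12536 in wild-type cells 5 min after induction (2294 before) and 41510 in M13-infected cells (8088 before). With no CPM filter these counts were 128518, 26721, 28413, 28413, 28766 and 209789. With 10 CPM in any 3 libraries they moved to 6047 in wild-type cells 60 min after induction and to 3227 in vitro as labelled. With rRNA ends left out they were 1507 in Δ10 cells, 411 in vitro as labelled, 589 in wild-type cells 5 min after induction and 3858 in M13-infected cells. Total counts alone gave 3826 in vitro as labelled. DESeq2 gave 3485 in vitro as labelled and 4532 in wild-type cells 5 min after induction, where the minus strand alone, an added setting, gave 746.

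Which direction had more calls depended on the setting. In Δ10 cells, 2902 higher and 3083 lower positions became 3006 and 2937 with median-ratio factors, 1116 and 391 with rRNA ends left out, 9200 and 8654 at 1 CPM, 15703 and 11018 without a filter, 4052 and 3787 with the block and 3383 and 3258 with DESeq2, and also turned over without targeting replicate 2 (2626 and 2534) or nontargeting replicates 1 (1914 and 1829) or 3 (2162 and 1977). Total counts turned 690 higher and 1225 lower in vitro as labelled into 3038 and 788, and 2161 and 1158 with the labels exchanged into 1806 and 2564. In wild-type cells 60 min after induction, 2127 and 1767 became 43977 and 84541 without a filter. In wild-type cells 5 min after induction, 1268 and 1026 became 5435 and 7101 at 1 CPM, 9730 and 19036 without a filter, and 2090 and 2442 with DESeq2. In M13-infected cells, 4503 and 3585 became 3907 and 4023 with median-ratio factors and 4096 and 4127 with DESeq2, and for genes 1618 and 1559 became 1577 and 1594 and 1552 and 1574. Differences between strains, 2281 larger in Δ10 and 551 in wild-type cells, became 1226 and 1227, 926 and 997, and 911 and 1070 without Δ10 targeting replicates 1 and 3 and nontargeting replicate 3. Differences between times, 1178 larger at 5 min and 2513 at 60 min, became 1681 and 1656 with TMM within each experiment, 1777 and 1370 with DESeq2 and 1355 and 745 on the plus strand alone.

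With each library left out, positions called ranged from 3186 to 5085 in wild-type cells 60 min after induction, from 3743 (without nontargeting replicate 1) to 5813 in Δ10 cells, from 763 to 3341 in vitro as labelled, from 1841 to 5306 with the labels exchanged, from 27 to 4678 in wild-type cells 5 min after induction and from 7718 to 8623 in M13-infected cells. In vitro as labelled the counts were 795, 3341 and 763 without replicates 1, 2 and 3 labelled targeting, and 1246 and 868 without replicates 1 and 2 labelled nontargeting, and with the labels exchanged they were 1884, 5306 and 1841 without replicates 1, 2 and 3 labelled targeting and 1976 without replicate 2 labelled nontargeting. In wild-type cells 5 min after induction they were 50, 337 and 27 without targeting replicates 1, 2 and 3, and 4678 and 367 without nontargeting replicates 1 and 2. Cleavage sites ranged from 76 to 89, from 21 to 26, from 0 to 0, from 79 to 95, from 19 to 21 and from 97 to 100 in the same order. Leaving out libraries gave differences between strains from 1923 to 3493, differences between times from 2515 to 4345, M13 genes from 2978 to 3230, and M13 coverage log2 ratios from 2.457 to 2.743. Genes with a higher share of ends in the anticodon loop ranged from 59 to 67 in wild-type cells 60 min after induction, 31 to 43 in Δ10 cells, 1 to 1 in vitro as labelled, 40 to 44 in wild-type cells 5 min after induction and 51 to 55 in M13-infected cells, where 2 libraries against 3 separate by chance in 10% of genes each way and 3 against 3 in 5%. tRNAs with a site in all 4 systems stayed at 0 as labelled and at 4 with the labels exchanged.

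With replicate number as a block, the pairing checked in Δ10 and M13-infected cells, 7839 positions were called in Δ10 cells and 8346 in M13-infected cells. In the experiments without such pairing the block gave 3821 in wild-type cells 60 min after induction, 1527 in vitro as labelled, 3122 with the labels exchanged and 254 in wild-type cells 5 min after induction. It gave 80, 23, 0, 89, 20 and 100 cleavage sites, 2741 differences between strains, 2846 differences between times and 3418 M13 genes.

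Cleavage sites moved by a smaller factor than positions called under some settings and by a larger one under others. From 80 in wild-type cells 60 min after induction they fell to 30 with 10 CPM in any 3 libraries, 47 without a filter and 46 with DESeq2. From 23 in Δ10 cells they rose to 62 at 1 CPM and 55 without a filter. With rRNA ends left out in vitro as labelled they rose from 0 to 5, all in tRNA genes. With the labels exchanged, 85 became 54 with DESeq2 and 154 with all positions under an adjusted p of 0.05. From 20 in wild-type cells 5 min after induction they fell to 12 on the plus strand alone and 7 on the minus strand alone, both added. From 100 in M13-infected cells they moved to 51 with rRNA ends left out, 32 without a filter, 64 with DESeq2 and 185 with all positions under an adjusted p of 0.05. The percent of mRNA sites at the third codon nucleotide in vitro, with the labels exchanged, rose from 51.0% to 56.6% with that rule and then passed Fisher's exact test (p = 0.00154), which ranged up to a p of 1 in the first 21 nt with 1 site.

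In vitro as labelled, 1 tRNA gene had a higher share in the loop, and 0 had one with positions 33 to 36, with genes summed by amino acid, or with 100 ends in every library, the filter used first. Against 61 lower genes these gave 66 genes, 19 groups and 45 genes. Differences between times moved from 3691 to 1998 with edgeR's test on recovered reads, 5553 with a pseudocount of 1 CPM and 2100 on the plus strand alone, all added. The log2 ratio of M13 coverage fell from 2.58 to 1.12 with phage ends per 1000000 outside rRNA, also added. The percent of phage windows higher in targeting cells fell from 68.9% to 41.9% with this scaling.

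Not run for want of a genome sequence or coordinates were the bases around cleavage sites, the grouping of tRNA genes by anticodon or identical sequence, and phage coverage without lacZα. In vitro, no position met the rule as labelled, so its codon phase has no value. Depth limits positions with few ends in nontargeting libraries, such as fimB and casB, for which no fold is given.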

Differences from the paper's values

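The exchange of the in vitro labels, the single strands and the pseudocount of 1 CPM were chosen after the values were seen, and the others named here were set before the data were examined. The paper's number of transcripts in vitro was read by eye from Fig. 5C.

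With the labels as deposited, 0 tRNAs had a cleavage site in all 4 systems, where the paper gives about 4 in Fig. 5C, read by eye. The difference stayed with the quasi-likelihood test, a log2FC over 3, all positions with an adjusted p under 0.05, 10 CPM in any 3 libraries, and replicate 1, 2 or 3 left out. None of these settings changes the arms, so none could close a difference that comes from the labels. With the in vitro labels exchanged, a setting chosen after seeing the values, the count was 4 and matched the paper's, with tRNA lys, tRNA glu, tRNA gln and tRNA thr all kept, and with the plus strand alone 5 min after induction it was 3, without tRNA gln.

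In vitro, 0 transcripts had a site with the labels as deposited, where the paper gives about 64 in Fig. 5C, read by eye. All the settings named above also gave 0 with these labels, and none of them changes the arms. With the labels exchanged, chosen after seeing the values, 47 transcripts had a site, and between 44 and 82 over those settings.  Here tRNA genes were summed by amino acid, a coarser grouping than the paper's identical sequences. How many of the paper's own in vitro transcripts the exchange drops was not counted, since the paper's text does not list them.

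The paper states that mRNA was not cleaved 5 min after induction. Of 20 cleavage sites, 19 lay in tRNA genes and 1 in the coding sequence of azuC, on the strand whose values are displaced. On the plus strand alone, with rRNA ends left out, and with a pseudocount of 1 CPM no site lay in a coding sequence, with 12, 19 and 14 sites in tRNA genes. The first and the last of these were chosen after seeing the values. None lay in a coding sequence without targeting replicate 2 or 3 or nontargeting replicate 2 either.

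The paper states that anticodon loops were the most common places of cleavage in M13-infected cells. Of 100 sites, 15 lay in tRNA genes and 85 in coding sequences, and with rRNA ends left out 14 of 51 lay in tRNA genes.  Among the 5 positions of M13-infected cells with the smallest adjusted p, 3 lay in tRNA lys genes.

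The paper states that targeting caused no degradation of phage transcripts. Of 10 phage genes 5 were called higher and 2 lower in targeting cells, and total phage coverage was 5.98 times higher over all ends, while phage ends were 2.17 times higher over ends outside rRNA genes. Of 74 windows of the phage genome, 51 were higher and 10 lower over all ends, and 31 higher and 32 lower over ends outside rRNA genes, a scaling chosen after the values were seen. The 10 windows lower over all ends were also lower with that scaling. The lacZα fragment, which holds the target, was lower, with a log2FC of −2.06.

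The paper states that tRNAs were massively cleaved at the anticodon loops in vitro. The libraries labelled targeting had lower shares of ends in the anticodon loop for 61 of 83 tRNA genes, and the direction was the paper's when the labels were exchanged. The target RNA in the libraries labelled nontargeting argues for the exchanged labels, so the lower shares are not shown to be a difference in result.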

Other observations

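The tests of explanations in this part were chosen after the results were seen. The levels of toxin-antitoxin genes, the amino acid genes and the genes of M13-infected cells were planned.

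The target RNA added to targeting reactions was found in the in vitro libraries labelled nontargeting, and crRNA precursor was higher in those labelled targeting (36973 ± 5149 CPM against 14992 ± 3469 CPM, SD, n = 3). An exchange of the labels fits this. The log2FC computed with the labels had a correlation of −1.0 with the authors' deposited comparison, so that the authors' own comparison ran opposite to the labels. In the other experiments this correlation was 0.955, 0.992, 0.985 and 1.000. Where along the way the labels were exchanged was not tested.

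Minus-strand values of wild-type cells 5 min after induction were most similar to those of M13-infected cells at a displacement of 74 nt (0.777, against 0.525 without displacement). On this strand 0 of 36 tRNA genes had their highest value at the first nucleotide, against 34 of 48 (70.8%) on the plus strand. Any displacement gives this, so it does not decide whether the values count the far end of each read in place of its 5′ end, which stays open. A reference with shifted coordinates is excluded, since the plus strand had a similarity of 0.909 at no displacement.

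Phage RNA was higher in targeting cells, and a lower share of rRNA in targeting libraries is excluded as its whole cause, since the ratio over ends outside rRNA genes was 2.17, with no overlap between the groups (exact permutation test, p = 0.10, the smallest p possible). This holds for the sum of phage RNA and not along the genome, where 31 of 74 windows were higher and 32 lower with this scaling. Gene II held 65.1% of the fragments in phage genes in targeting and 36.0% in nontargeting cells, so the sum rests largely on it. Part of the ratio of 5.98 over all ends is consistent with the share of rRNA.

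The 20 genes of the toxin-antitoxin systems deleted in Δ10 were compared in wild-type cells 60 min after induction. In 16 of 20 each targeting library exceeded each nontargeting library, where chance gives 5%, and the median log2 ratio was 1.38, while that of 1783 coding genes was −0.49. Of these coding genes 13.6% had a ratio as high as that median. For the 15 genes with enough ends the median was 1.55, and 0.000600 of 10000 random lists of coding genes of the same level had a median as high, so the scaling of libraries alone is excluded as the whole cause. With 100 ends in every library, the filter used first, 7 genes remained and the share was also 0.000600. A rise of these genes is a hypothesis from these data. Genes of one system lie in one transcript and are not independent. In wild-type cells 5 min after induction the share was 0.00150 (0.00300 with the first filter), in M13-infected cells 0.00260 (0.000300 with the first filter), and in vitro 0.497. In M13-infected cells the median over all 20 genes was 1.73, and 0.26 outside rRNA, so most of that rise went with the share of rRNA.

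In M13-infected cells edgeR's quasi-likelihood test on fragments per gene called 1618 of 4325 genes higher and 1559 lower in targeting cells. DESeq2 called 1552 and 1574, and the median-ratio factors gave 1577 and 1594. Of the 20 toxin-antitoxin genes, 14 were called higher and 2 lower, also when adjusted over the list alone, with a median log2FC of 0.61 and a mean of 0.88 (camera p = 0.0025, fry p = 0.0019, and 0.37 with an estimated correlation). Of 27 amino acid biosynthesis genes 5 were higher and 12 lower, also when adjusted over the list alone, with a median of −0.35 and a mean of −0.21 (camera p = 0.27 over 27 genes, fry p = 0.35, and 0.76 with an estimated correlation). They went both ways, from thrA (log2FC 2.32) to hisH (log2FC −2.16). Of 54 ribosomal protein genes, listed after the gene table was read, 40 were higher and 2 lower, and 41 and 2 when adjusted over the list alone, with a median of 0.87 (camera p = 1.85e-06, fry p = 8.2e-05, and 0.097 with an estimated correlation). With an estimated correlation none of the 3 lists had a camera p under 0.05. relA had a log2FC of −0.73 (standard error 0.11, adjusted p = 0.000226). 

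Chance was tested on each count by the 10 ways to split 6 libraries into 3 and 3, of which 1 is the real one. This test alone cannot exclude it, since the share of splits is never under 0.1. Every other split also mixes targeting with nontargeting libraries in both groups, which shrinks a targeting effect and lowers the calls and sites of that split. In simulated data between 8 and 13 unchanged positions were called by the test used in each experiment. The real split alone gave the positions called in wild-type cells 60 min after induction, in Δ10 cells, in vitro, in wild-type cells 5 min after induction and in M13-infected cells, 1 of 10 splits each, and every other split called 0. The same held for cleavage sites, 1 of 10 each, except in vitro as labelled, where all 10 splits gave 0 sites. It also held for the genes of M13-infected cells and for the median of the toxin-antitoxin genes there, 1 of 10 each, while 3 of 10 splits gave a median of the amino acid genes as far from 0.

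The rfp transcript, which holds the target in cells, had 138409 ± 56711 CPM (SD, n = 3) in targeting and 85725 ± 6301 CPM in nontargeting wild-type cells 60 min after induction (exact permutation test, two-sided, p = 0.40). In Δ10 cells it had 24032 ± 3622 and 18479 ± 3369 CPM (exact permutation test, p = 0.20), and in wild-type cells 5 min after induction 31600 ± 5987 and 29466 ± 4443 CPM (exact permutation test, p = 0.50).  The authors' deposited comparisons for wild-type cells 60 min after induction, Δ10 cells and in vitro reactions list positions below 10 CPM. Of the positions in the deposited comparisons, 6.42% met the filter in wild-type cells 60 min after induction, 19.5% in Δ10 cells and 27.9% in vitro. In wild-type cells 5 min after induction and in M13-infected cells 100% met it.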
